# Transition from somatic embryo to friable embryogenic callus in cassava: dynamic changes in cellular structure, physiological status, and gene expression profiles

**DOI:** 10.3389/fpls.2015.00824

**Published:** 2015-10-06

**Authors:** Qiuxiang Ma, Wenzhi Zhou, Peng Zhang

**Keywords:** *Manihot esculenta* Crantz, somatic embryo, friable embryogenic callus, RNA-seq, somaclonal variation, DNA methylation, ploidy

## Abstract

Friable embryogenic callus (FEC) is considered as the most suitable material for efficient genetic transformation of cassava. Heavy genotype dependence of FEC induction and amenability to somaclonal variation limits the production and maintenance of reliable FEC. Identifying key elements involved in biological processes from somatic embryos (SEs) to FEC at different stages provides critical insights for FEC improvement. Cytological observation showed a dramatic change of subcellular structures among SEs, fresh FEC (FFEC), and old FEC (OFEC). Decrease of sucrose and increase of fructose and glucose were detected in OFEC. A total of 6871 differentially expressed genes (DEGs) were identified from SEs, FFEC, and OFEC by RNA-seq. Analysis of the DEGs showed that FEC induction was accompanied by the process of dedifferentiation, whereas the epigenetics modification occurred during the continuous subculturing process. The cell structure was reconstructed, mainly including the GO terms of “cell periphery” and “external encapsulating structure”; in parallel, the internal mechanisms changed correspondingly, including the biological process of glycolysis and metabolisms of alanine, aspartate, and glutamate. The significant reduction of genomic DNA methylation in OFEC indicated altered gene expression via chromatin modification. These results indicate that the induction and long-term subculture of FEC is a complicated biological process involving changes of genome modification, gene expression, and subcellular reconstruction. The findings will be useful for improving FEC induction and maintenance from farmer-preferred cassava cultivars recalcitrant to genetic transformation, hence improving cassava through genetic engineering.

## Introduction

Cassava (*Manihot esculenta* Crantz) is widely cultivated in tropical and subtropical regions as an important source of food, feed, and industrial materials (Nassar and Ortiz, 2009; Sayre et al., 2011; Beeching, 2013). Because of high genetic heterozygosity, few flowers, low pollen fertility and fruit set rate, self-incompatibility, and serious trait separation in progeny, the conventional breeding of cassava is seriously hindered (Ceballos et al., 2010, 2012). Genetic engineering is an alternative effective method used to introduce value-adding genes to modify important agronomic traits (Taylor et al., 2004; Liu et al., 2011; Sayre et al., 2011). The friable embryogenic callus (FEC)-based genetic transformation is reported to be the most successful system in this decade (Raemakers et al., 1996; Schöpke et al., 1996; Taylor et al., 1996, 2004; Zhang et al., 2000; Bull et al., 2009; Liu et al., 2011; Xu et al., 2013).

FEC induction in cassava is a complicated process compared with the transformation protocols of many other species (Zhang and Gruissem, 2004; Bull et al., 2009). The process includes several steps as follows: primary somatic embryo (SE) induction, secondary SE multiplication, fresh FEC (FFEC) induction, and FEC subculturing and multiplication (Zhang, 2000). In cassava, primary and secondary SEs are easily achieved by incubating explants such as young leaf lobes or isolated shoot apexes in a culture medium supplemented with a auxin-like herbicide such as picloram or 2,4-D. Under a suitable condition, FFEC clusters can be induced from secondary SEs by continuous incubation on a GD medium supplemented with 50 μM picloram, a process that is well-established and demonstrated in the model cultivar TMS60444 (Taylor et al., 1996; Bull et al., 2009). However, the FEC induction originating from SEs is a bottleneck and is greatly genotype dependent (Liu et al., 2011). Only recently, cultivars beyond TMS60444 could be used for FEC induction and genetic transformation, such as African farmer–preferred cultivars TME7, TME14, TME204, Ebwanatereka, Kibandameno, and Serere (Vanderschuren et al., 2012; Zainuddin et al., 2012; Chetty et al., 2013; Nyaboga et al., 2013, 2015; Chauhan et al., 2015). For Asian cultivars, the FECs of KU50, SC8, and SC205 were successfully induced in Shanghai Center for Cassava Biotechnology although the efficiency still needs to be improved in comparison with TMS60444. Nevertheless, severe somaclonal variation of regenerated plants from FECs after a short-term subculture (in 3 months) makes the process laborious and limits its application (Raemakers et al., 2001; Taylor et al., 2001, 2004; Bull et al., 2009). Understanding the regulatory mechanisms leading to the initiation of FEC from SEs and somaclonal variation in FEC is an essential step for improving the system.

Various factors including explant types, basic media, and hormones that affect SEs and the FEC induction process have been investigated by various tissue culture techniques (Reviewed by Liu et al., 2011). Recently, the studies optimizing the FEC transformation platform in several farmer-preferred cassava cultivars have made great progress (Zainuddin et al., 2012; Chetty et al., 2013; Chauhan et al., 2015). However, the changes of cellular structures and physiological status from SEs to the FEC culture process are largely unknown, and less regulatory information is available at the molecular level. Previous studies indicate that SEs of cassava have a multicellular origin, and embryogenic masses are formed around the procambium (Baba et al., 2008). It will be useful to identify some cues to analyze the possibility of FEC induction and to evaluate the potential of FEC transformation.

In cassava, the decrease in regeneration ability and the increase in abnormal morphology of regenerated plants prevent the usage of old FEC (OFEC) that has a long-term *in vitro* culturing process. Many reasons might induce the occurrence of somaclonal variation during the tissue culture process, including irregular cell cycle, DNA methylation ratio change, ploidy change, etc. (Fraga and Esteller, 2002; Chakrabarty et al., 2003; Bairu et al., 2011; Miguel and Marum, 2011; Rival et al., 2013). In cassava, the ploidy levels of *in vitro* plantlets originating from stem cuttings treated with colchicine and oryzalin or regenerated from cotyledons of cassava SEs were assessed by the flow cytometry technique (Awoleye et al., 1994; Hankoua et al., 2005). The origin of anther-derived calli was assessed in cassava for their ploidy levels (Perera et al., 2014). With developing second-generation sequencing technologies, using the transcriptomic studies of somatic embryogenesis to identify the key factors that change during somatic embryogenesis and callus induction has become a fast and useful practical tool in various plants, for example, maize, oil palm, and longan (Lin et al., 2009; Lai and Lin, 2013; Salvo et al., 2014).

To better understand the molecular changes in the process of cassava FEC induction and subculturing, the gene expression profiles of SEs, FFEC, and OFEC were characterized using the RNA-seq technology. The major pathways and key events related to these representative materials of FEC development were illustrated by the deep analysis of differentially expressed genes (DEGs). In combination with the histological and chemical analysis during the FEC formation process, the understanding of the molecular regulatory and networks regulating FEC formation and subculture process has increased, which could provide guidance toward improving FEC induction from recalcitrant cultivars as well as ensuring the quality of regenerated plants through improved culture conditions.

## Materials and methods

### Plant materials used for solexa sequencing

The cassava cultivar TMS60444 was used as a plant material for SEs and FEC induction according to the method described in a previous study (Zhang and Gruissem, 2004). Briefly, SEs were induced from shoot apical meristems and axillary buds on CIM (MS medium, Murashige and Skoog, 1962 with 2% sucrose and 2 μM CuSO4, 12 mg/l picloram, solidified with 0.6% agar, pH 5.8) in the dark and subcultured every 2 weeks. Four to six-week-old SEs were transferred onto the GD medium (GD salts and vitamins Gresshoff and Doy, 1974, 12 mg/l picloram, 2% sucrose, 0.5% agar, pH 5.8) at (26 ± 2)°C in dark for FFEC induction. When FFEC appeared, it was transferred onto a fresh GD medium and cultivated at (26 ± 2)°C with a 16 h photoperiod of weak light (~10 μmol/m^2^s) and subcultured at 3 week intervals. Two-week-old SEs cultured on a GD medium, FFEC emerging from SEs, and 9 month-old OFEC were used for analysis.

### Histological observation by cross section and transmission electronic microscopy (TEM)

The SE, FFEC, and OFEC samples were collected and fixed in formalin-acetic acid-alcohol (FAA, 10:5:50%) for 48 h at 4°C and then embedded in paraffin wax. Sections of 15 μm thickness were cut and placed on silane-coated slides to fix the samples. After drying overnight at 37°C, the samples were deparaffinized and stained with hematoxylin and eosin solution. TUNEL and DAPI were used to counter-stain nuclei before the last washing for 5 min. All pictures were taken using a fluorescent microscope (Olympus BX51, Olympus Optical, Tokyo, Japan) with differential interference contrast using appropriate filters. For TEM analysis, the fixed tissue was washed, and fixed with 1% OsO_4_ overnight at 4°C. After washing in phosphate buffer, the samples were dehydrated through a series of ethanol solutions, then infiltrated with a graded series of epoxy resin in epoxy propane, and embedded in Epon 812 resin. Thin sections were stained in 1% uranyl acetate, followed by lead citrate solution, and viewed with a transmission electron microscope (HITACHI H-7650, Hitachi, Tokyo, Japan).

### High-performance liquid chromatography (HPLC) analysis of monosaccharide content

Glucose, fructose, and sucrose were quantified using the HPLC–refractive index (HPLC-RI) system. Briefly, the frozen samples in liquid nitrogen were ground into a powder, and 100 mg of this sample was dissolved in 0.7 ml of 80% ethanol to extract the sugars. The sample was thoroughly vortexed and incubated for 2 h at 70°C. Aliquots of 0.7 ml of HPLC-grade water and 0.7 ml chloroform were added to the sample. After shaking the mixtures several times, they were centrifuged at 12,000 g for 10 min. Then, 0.7 ml of the aqueous supernatant was transferred into 1.5 ml Eppendorf tubes and 0.7 ml of chloroform was added. The samples were vortexed for 2–3 min. After centrifugation at 12,000 g for 10 min, 0.5 ml of the supernatant was transferred to a glass tube for HPLC analysis of each sugar component. The sugar-separation method used was that described by the manufacturer but with slight modifications; the HPLC column (ZORBAX carbohydrate column; 4.6 × 150 mm, 5 μm) of Agilent technologies with a differential refraction detector was used. The mobile phase consisted of 75% acetonitrile with a flow rate of 0.8 ml/min; the temperature of the column was maintained at 35°C. The sugars were identified based on the retention time of the standards, and sample concentrations were calculated from the external standard curve.

### Preparation of digital gene expression libraries and sequencing

The harvested samples from six petri dishes (30–40 tissue clusters/Petri dish) of SEs, FFEC, or OFEC were frozen in liquid nitrogen for homogeneity and held at −80°C prior to transporting to the Beijing Genome Institute (BGI, Shenzhen, China) for RNA extraction. Total RNA extraction, mRNA purification, cDNA synthesis, and RNA-seq library construction were done as described in a previous study (Liu et al., 2014). The Illumina Cluster Station and Illumina HiSeq 2000 System (Illumina, Inc., CA, USA) was used to perform sequencing with the method of sequencing by synthesis, where each tunnel generated millions of raw reads with a sequencing length of 49 bp.

### Annotation of clean tags and data normalization for gene expression level

Raw sequences were transformed into clean tags through removing adaptor sequence, low-quality sequences [tags with unknown sequences (“N”)], empty reads (sequence with only adaptor sequences but no tags), too-long or too-short tags, and tags with a copy number of one (probably a sequencing error). For annotation, all tags were mapped to the reference database (http://www.cassavabase.org, Yang et al., 2011; Prochnik et al., 2012). Clean tags mapped to reference sequences from multiple genes were filtered, and the remaining clean tags were designed as unambiguous tags. For gene expression analysis, the number of unambiguous clean tags for each gene was calculated and then normalized to the number of transcripts per million tags.

### Analysis of DEGs

A rigorous algorithm was developed to identify DEGs among SE, FFEC, and OFEC samples, according to the method described in previous studies (Audic and Claverie, 1997; Liu et al., 2014). The false discovery rate (FDR) was used to determine the threshold of *P*-value in multiple tests and analyses. “FDR ≤ 0.001 and the absolute value of Log_2_ (sample 1/sample 2) ≥ 1” was used as the threshold to judge the significance of gene expression difference (Benjamini and Yekutieli, 2001).

### GO functional enrichment analysis and pathway enrichment analysis

The GO enrichment analysis based on the Gene Ontology database (http://www.geneontology.org) was used to identify the significantly enriched GO terms in DEGs as described in a previous study (Liu et al., 2014). The GO terms with Bonferroni-corrected *P* ≤ 0.05 were significantly enriched in DEGs. The pathway enrichment analysis based on the Kyoto Encyclopedia of Genes and Genomes (http://www.genome.jp/kegg/) was used to identify significantly enriched pathways in DEGs as described in a previous study (Liu et al., 2014). FDR-corrected *Q*-value was used for determining the threshold of *P*-value in multiple tests and analysis (Benjamini and Yekutieli, 2001). Pathways with *Q* ≤ 0.05 were significantly enriched in DEGs.

### Real-time reverse transcription–polymerase chain reaction (qRT-PCR) analysis

To confirm the results of the DEG analyses, the expression of 32 responsive genes was validated by qRT-PCR with RNA samples extracted with a Plant RNA Reagent (Cat.No.12322-02; Invitrogen, Shanghai, China), according to the manufacturer's protocol. The RNA quality was determined by running an agarose gel with ethidium bromide staining. Reverse transcription was performed according to the manufacturer's protocol (Code: TRT-101; TOYOBO, Shanghai, China). Each cDNA sample was diluted two times in sterile ddH_2_O, and 1 μl of this dilution was used as a template for the real-time RT-PCR. Specific primers were designed with Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast) to obtain a *T*_m_ of 60°C and an amplicon length between 70 and 200 bp. The real-time RT-PCR reactions were performed in a 20 μl volume containing 10 μl of 2 × SYBR Green Master Mix (Code: QPK-201, TOYOBO), approximately 50 ng cDNA, and 400 nM of forward and reverse primers in a Bio-Rad CFX96 thermocycler. The amplification conditions were as follows: 95°C for 1 min, followed by 40–50 cycles of 95°C for 15 s, 60°C for 20 s, and 72°C for 20 s. A melting curve (65°C–95°C with a heating rate of 0.05°C/s and a continuous fluorescence measurement) was run after the PCR cycles. Beta-actin was used as the internal control. All the samples were measured in triplicate, and the experiments were performed on three biological replicates. The comparative *C*_*t*_ method was used to calculate the relative gene expression level across the samples. The relative expression level of each gene in one sample (Δ*C*_*t*_) was calculated as follows: *C*_*t*_ (target gene)–*C*_*t*_ (beta-actin). The relative expression of each gene in two different samples (ΔΔ*C*_*t*_) was calculated as follows: Δ*C*_*t*_ (sample 1)–Δ*C*_*t*_ (sample 2).

### HPLC estimation of global methylation rates

A modified cetyltrimethylammonium bromide (CTAB) method was used for genomic DNA extraction (Soni and Murray, 1994). Purified DNA (100 μl, about 3 μg) was hydrolyzed into nucleosides for 1 h at 95°C by adding 50 μl 70% perchloric acid, and the pH was adjusted to 3–5 with 5 M KOH (about 100 μl); then the samples were centrifuged at 12,000 rpm for 10 min. The supernatant was transferred to a new tube and analyzed using an HPLC 1260 system. The HPLC column (ZORBAX carbohydrate column; 4.6 × 150 mm, 5 μm) of Agilent technologies with a UV detector was used. The detection wavelength was fixed to 285 nm. The mobile phase consisted of 75% acetonitrile with a flow rate of 0.8 ml/min, and the temperature of the column was maintained at 35°C. Cytosine (C3506, Sigma, MO, USA) and 5-methylcytosine hydrochloride (M6751, Sigma) were used as standards. The cytosine and 5-methylcytosine were identified based on the retention time of the standards, and sample concentrations were calculated from the external standard curve. The global methylation rate (GMR) was calculated using the following formula: GMR = (5mC)/[(C) + (5mC)] × 100%. All analyses were repeated three times, and the mean ± standard error (SE) was calculated.

### Flow cytometry analysis

The harvested samples of 0.3 g were gently chopped with a razor blade in a petri dish containing 1.5 ml modified Galbraith's extraction buffer (Galbraith et al., 1983) supplemented with 5 mM sodium metabisulfite and 0.5% mercaptoethanol. The chopped samples were then filtered through a 40 μm mesh, then a 7.5 μl DAPI buffer (final concentration 5 μg/ml) was added to it and kept in dark for 5 min. The isolated nuclei were analyzed at a concentration of 150,000 cells per sample using a MoFlo XDP flow cytometer. Obtained histograms were evaluated using the Summit 5.2 software (Beckman Coulter, CA, USA, http://www.beckmancoulter.com). Results from two biological replicates, each with duplicated samples were analyzed. The leaves from TMS60444 *in vitro* were treated as control with the fluorescence peak at channel position 1.7 × 10^4^ (FL6-Log_Height). The S-phase fraction (SPF) was calculated using the following formula: SPF = S/(G_0_/G_1_+ S + G_2_/M) × 100%. The proliferation index (PI) was calculated using the following formula: PI = (S + G_2_/M)/(G_0_/G_1_+ S + G_2_/M) × 100%.

## Results

### Cytological and physiological changes of SEs, FFEC, and OFEC

The SE clusters usually contained mixed types of SEs with global, heart, torpedo, and cotyledon stages, which were ready for further multiplication on a cassava induction medium (CIM) containing 50 μM picloram or to be used for FFEC induction on a GD medium under continuous darkness (Figure 1). The SE cells were well-arranged with dense cytoplasm and absence of DNA fragmentation as indicated by TUNEL- and DAPI-stained paraffin sections. The FFEC was a light yellow, highly friable callus with numerous spherical embryogenic units and sparse cytoplasm with less well-arranged nuclei. The OFEC was pale yellow and less well-organized having sponge-like cell structure with few detectable nuclei (Figure 1). OFEC showed lower plant regeneration capacity and usually gave abnormal phenotype, such as dwarf, yellow, and/or slim, or twisted leaves (data not shown).

**Figure 1:**
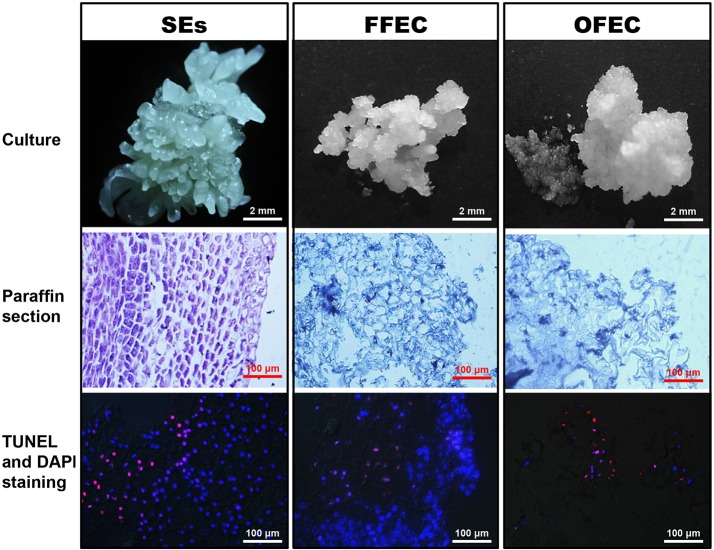
**SEs, FFEC, and OFEC of cassava and observation of their TUNEL- and DAPI-stained paraffin sections**.

Under a transmission electron microscope, the isodiametric SE cells were detected and their cell cytoplasm was distributed uniformly with a clear cell wall boundary (Figure 2A). Both FFEC and OFEC cells showed irregular shapes with very thin cell walls and contained large vacuoles, but the FFEC cells showed denser cytoplasm compared with the OFEC cells. Two types of cells were identified in FFEC, one with small vacuolar vesicles and another with a larger vacuole as in the OFEC cells. Some of the OFEC cells contained debris and were less organized (Figures 2G,M). A number of starch granules were observed inside the SE cells with several starch granules in one plastid (Figure 2B). No starch granule was found in the FFEC and OFEC cells (Figures 2H,N). When checking the subcellular organelles, the SEs detected regular Golgi body, mitochondria, and rough endoplasmic reticulum (RER). These organelles of FFEC and OFEC had irregular shapes and were consistent with higher dense RER and more binding ribosomes (Figures 2C–E,I–K,O–Q). Free ribosomes became enriched in FFEC and OFEC, which indicated active protein synthesis (Figures 2F,L,R).

**Figure 2:**
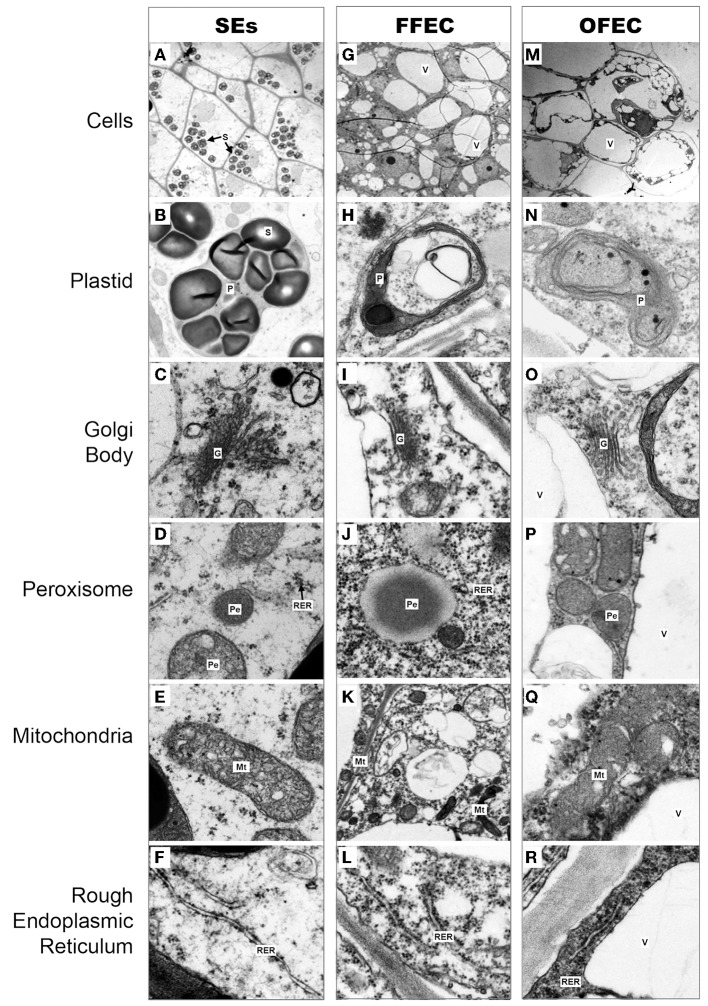
**Cytological observations of cells in SEs (A–F), FFEC (G–L), and OFEC (M–R) of cassava by TEM**. G, Golgi body; Mt, mitochondria; P, plastid; Pe, peroxisome; RER, rough endoplasmic reticulum; S, starch granule; V, vacuole.

The analysis of sugars by HPLC indicated that the contents of fructose and glucose increased significantly but the sucrose content decreased dramatically in OFEC (Figure 3), indicating that the status of sucrose homeostasis is changed during the long-term subculturing process. No significant difference of fructose and glucose contents was found between SEs and FFEC.

**Figure 3:**
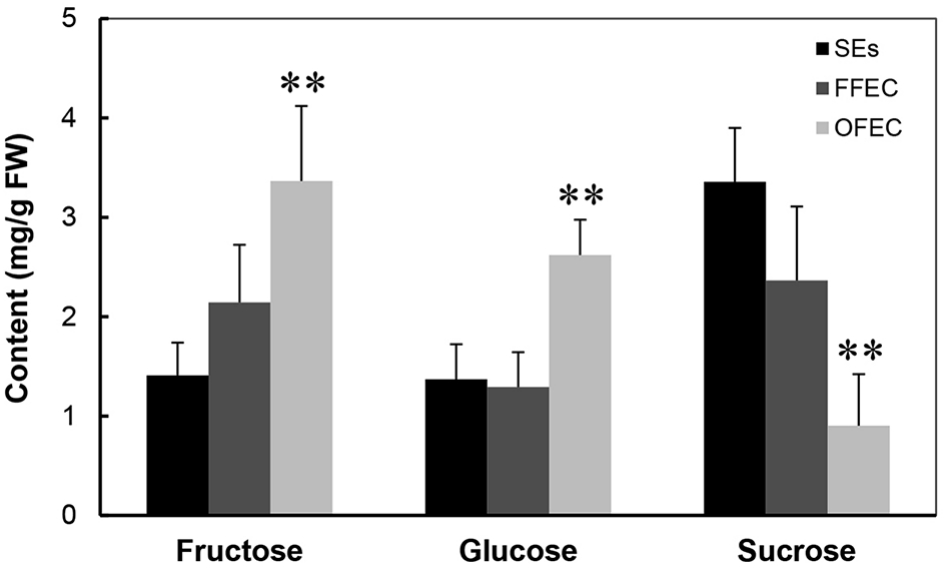
**Contents of fructose, glucose, and sucrose in SEs, FFEC, and OFEC**. The double asterisks indicate a statistically significant difference at *P* < 0.05 by Student's *t-*test. The mean values are calculated from three biological replicates, and the error bars represent the standard error of the mean (SEM).

### Solexa sequencing and annotation analysis revealed dynamic gene expression among SEs, FFEC and OFEC

Using the Solexa sequencing technology, the genome-wide gene expression change in SEs, FFEC, and OFEC was analyzed. 

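The RNA of the 3 tissues was profiled with digital gene expression tags. In this assay the cDNA was held on beads by its poly(A) end and cut at CATG, the site of NlaIII. A tag that begins at the cut was then sequenced. The deposited tags have 21 bases, whereas the methods give a longer sequencing length. The SEs had been on GD medium for 2 weeks, the FFEC was taken as it emerged from the SEs, and the OFEC was 9 months old according to the methods. Each tissue gave 1 library. The methods and the series description give 6 petri dishes or replicates per pool and the sample labels give 3, so the tissues had no replicate libraries and no p-value was computed across genes. A test on the tags of a pair of libraries compares those libraries and not the tissues. According to the methods and the labels, OFEC was kept under a photoperiod and SEs in the dark. The labels place FFEC in the dark as well, whereas the methods move it to weak light once it appeared. The light given to FFEC is thus not settled, and an effect of light could not be told apart from age in OFEC/FFEC.

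The authors removed adaptors, tags with unknown bases and tags seen a single time. They deposited the copy number of each clean tag and, for each gene of the cassava reference set, the count of its unambiguous clean tags and the same count as TPM, in which 1000000 stands for all clean tags. The libraries held 4672920 clean tags in SEs, 4695412 in FFEC and 4753155 in OFEC. Of these, 2781483, 2445444 and 2565010 tags were counted on genes, and 20952 genes had a tag in at least 1 library. A gene was taken as detectable from 3 tags, which is 0.642 TPM in SEs, 0.639 TPM in FFEC and 0.631 TPM in OFEC. The tags were amplified by PCR without molecular identifiers, so this floor and all confidence intervals cover counting error only.

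The paired comparisons used the counts. Genes with at least 1 tag in either library were compared with the 2-sided Audic-Claverie test on all clean tags, as in the methods, with the Benjamini-Yekutieli false discovery rate (FDR). A DEG had an FDR of at most 0.001 and an absolute log2ratio of TPM of at least 1, with a TPM of 0 set to 0.01. With this setting a gene absent from SEs was called in FFEC/SEs from 17 tags in FFEC, with a log2ratio of 8.50. A log2ratio above 5 could therefore rest on a handful of tags: 3865 genes had an absolute log2ratio above 5 in FFEC/SEs, and 361 of them passed the threshold.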

The copy number distribution of the clean tags and the saturation evaluation of different expressions validated the sequencing quality. 

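The smallest copy number of a clean tag was 2 in each library. In a random draw of 10% of the tags on genes, on average 79.38% of the genes of SEs, 78.62% of those of FFEC and 79.53% of those of OFEC were already found. With 40% of the tags these shares were 95.36%, 95.05% and 95.47%, and with 80% of the tags they were 99.65%, 99.62% and 99.66%. Tags seen a single time had been removed, so every gene counted held at least 2 tags. The draws did not remove single tags again and were set against the genes of the full library. High shares were thus partly built in, and they do not show that the depth was sufficient.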

The distribution of total tags and distinct tags over different tag abundance categories showed similar patterns for three DEG libraries, suggesting there was no bias in the construction of the libraries from SEs, FFEC, and OFEC (data not shown). 

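Tags with 2 to 5 copies made up 60.2% of the distinct tags in SEs, 64.6% in FFEC and 57.5% in OFEC. They held 6.30%, 7.80% and 5.96% of all tag copies. Tags with more than 100 copies made up 4.95%, 4.45% and 5.37% of the distinct tags and held 64.4%, 62.8% and 63.3% of the copies. The 10 genes with the most tags held 5.46% of the tags on genes in SEs, 4.44% in FFEC and 3.89% in OFEC. Tags from sites upstream of the site nearest the 3' end made up 29.12% of the tags on genes in SEs (Wilson 95% confidence interval 29.07 to 29.17), 23.07% in FFEC (23.02 to 23.13) and 27.50% in OFEC (27.45 to 27.56).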

To explore the DEGs in the three samples, three DEG libraries were mapped to the reference database of cassava-expressed sequence tags, which generated about 4.90 million raw tags for each sample (Supplementary Table 1). 

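The number of clean tags was 4672920 in SEs, 4695412 in FFEC and 4753155 in OFEC. The number of distinct tags was 174810, 203119 and 173690, and drawing every library down to the size of the smallest left 203117 distinct tags in FFEC and 173675 in OFEC. The share of clean tags counted on genes was 59.5% in SEs (Wilson 95% confidence interval 59.479 to 59.568), 52.1% in FFEC (52.036 to 52.127) and 54.0% in OFEC (53.920 to 54.009). Among the distinct tags with at least 10 copies, FFEC had 48919, compared with 48810 in SEs and 52122 in OFEC.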

After the removal of the low-quality reads, the total number of tags per library ranged from 4.67 to 4.70 million and the number of distinct tags ranged from 173,690 to 203,119. 

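In the deposited gene tables, 46259 distinct tags of SEs were assigned to a gene without ambiguity, which is 26.5% of its distinct tags. The numbers were 39905 (19.6%) in FFEC and 48773 (28.1%) in OFEC. Genes with at least 1 unambiguous tag numbered 18089 in SEs, 17750 in FFEC and 18077 in OFEC. Requiring at least 5 tags moved these numbers most, to 15284, 14749 and 15328. At the smallest number of tags on genes the numbers were 18066.8 in SEs, 17750 in FFEC and 18074 in OFEC, as means over random draws.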

About 34.81–46.33% distinct tags in all clean tags were mapped to reference genes, and 19,800, 19,840, and 19,366 unambiguous tag-mapped genes were identified in SE, FFEC, and OFEC samples, respectively (Supplementary Table 1).

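Of the 20952 genes with a tag in any library, 5894 were DEGs in at least 1 of the 3 comparisons. In FFEC/SEs 3547 of 19825 tested genes passed the threshold, in OFEC/FFEC 1954 of 19721, and in OFEC/SEs 4270 of 20217. The setting that moved the total most was edgeR's exact test with an assumed biological coefficient of variation of 0.4 in place of a test that allows for counting error alone. It left 173 DEGs, and with a coefficient of variation of 0.2 it left 1817. In simulated counts the same test at 0.2 recovered 17 of 200 genes changed 4-fold, and 0.4 was not simulated. Here and below, a gene that fails this test is therefore not shown to be unchanged. The Benjamini-Hochberg adjustment in place of Benjamini-Yekutieli gave 6751.

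**Figure D1:**
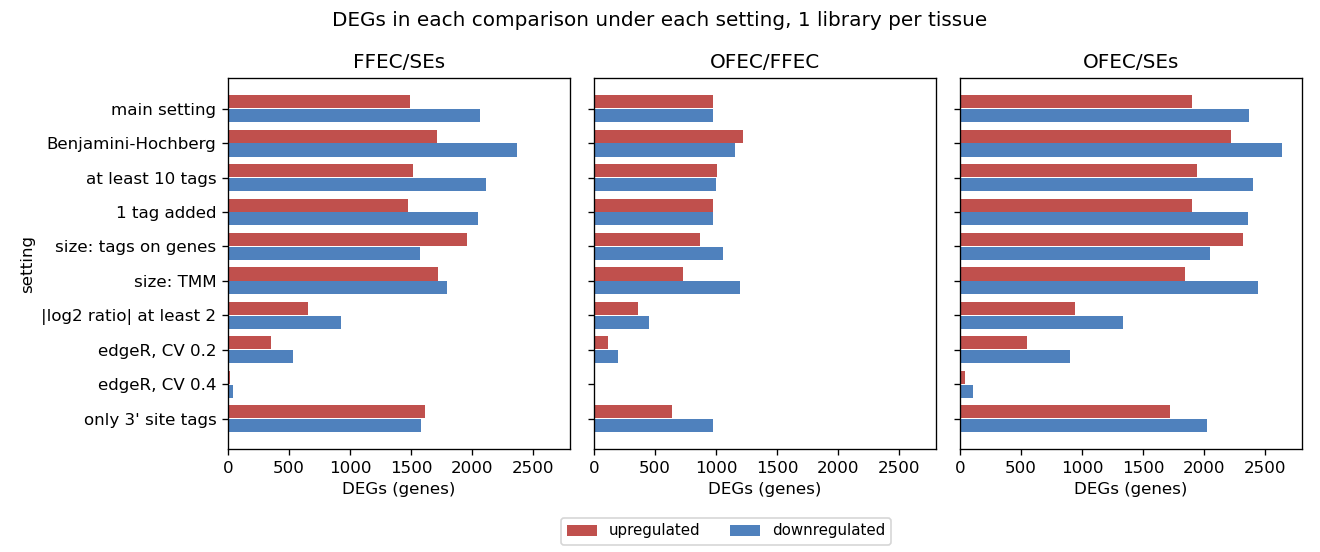
Number of upregulated (red) and downregulated (blue) DEGs, in genes on a linear axis from 0, in FFEC/SEs, OFEC/FFEC and OFEC/SEs under the main setting and each other setting, with 1 library per tissue. OFEC/FFEC has the fewest DEGs under every setting, and with tags on genes as the library size the upregulated DEGs outnumber the downregulated ones in FFEC/SEs (1956 against 1568) and OFEC/SEs (2316 against 2049). With TMM sizes they do not (1716 against 1792 and 1846 against 2443).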

Using the criteria of FDR < 0.001 and a two-fold change in expression, 6871 DEGs were identified in the three samples (Figure 4). Among the DEGs, 2306, 1769, and 1271 genes were upregulated and 2683, 2362, and 1153 were downregulated by analyzing OFEC/SEs, FFEC/SEs, and OFEC/FFEC, respectively. 

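The DEGs numbered 1901 upregulated and 2369 downregulated genes in OFEC/SEs, 1487 and 2060 in FFEC/SEs, and 978 and 976 in OFEC/FFEC. With the tags on genes as the library size, upregulated genes were in the majority in OFEC/SEs, with 2316 against 2049, and in FFEC/SEs, with 1956 against 1568. In OFEC/FFEC that setting gave 868 upregulated and 1054 downregulated genes, and TMM sizes gave 726 and 1195. With TMM sizes downregulated genes also stayed in the majority in OFEC/SEs, with 2443 against 1846, and in FFEC/SEs, with 1792 against 1716.

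The genes with the largest changes, ranked with 1 tag added to each count, were chosen by a fixed rule. In FFEC/SEs the beta-1,3-glucanase cassava4.1_009799m had 0 tags in SEs and 476 in FFEC (log2ratio 13.31, FDR 4.2e-140). The predicted protein cassava4.1_014739m had 5 tags in SEs and 2269 in FFEC. The conserved hypothetical protein cassava4.1_025097m and the predicted protein cassava4.1_030369m fell from 800 and 698 tags in SEs to 0 in FFEC and in OFEC. In OFEC/FFEC the aspartic proteinase nepenthesin-2 precursor cassava4.1_024821m had 131 tags in OFEC and 0 in the other libraries. The predicted protein cassava4.1_028222m had 3 tags in FFEC and 283 in OFEC. The gene cassava4.1_019530m, which the files leave without a description, had 373 tags in FFEC and 0 in OFEC, and the histone h1/h5 gene cassava4.1_015852m had 197 and 0. In OFEC/SEs cassava4.1_028727m rose from 0 to 1119 tags and cassava4.1_030052m from 0 to 764, and cassava4.1_017758m dropped from 2327 to 0 and cassava4.1_031417m from 1258 to 0. Of the 105 log2ratios past the threshold among all genes named here and at the later results, 94 did not pass it in edgeR's exact test with a coefficient of variation of 0.4. With 1 library per tissue that test recovers few real changes, so the 94 are not shown to be absent. The Benjamini-Hochberg adjustment let 25 more log2ratios pass the threshold.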

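Genes upregulated in all 3 comparisons numbered 94 and genes downregulated in all 3 numbered 144. The upregulated genes of FFEC/SEs and OFEC/SEs that were not upregulated in OFEC/FFEC as well numbered 751, and the downregulated ones that were not downregulated there as well 1323. The upregulated genes of OFEC/FFEC and OFEC/SEs that were not upregulated in FFEC/SEs numbered 464, and the downregulated ones without the same call in FFEC/SEs 338. Genes upregulated in FFEC/SEs and then downregulated in OFEC/FFEC numbered 352, and the opposite order was found for 173 genes. With edgeR's exact test at a coefficient of variation of 0.4, 0 genes were up in all comparisons and 0 were down in all.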

In three comparisons, 127 and 183 genes were upregulated and downregulated, respectively (Figure 4). The DEGs were more in OFEC/SEs and FFEC/SEs than in OFEC/FFEC, implying that FFEC, and OFEC were closer in genetic status compared with SEs, which was consistent with the biological process as well as cytological observations.

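OFEC/FFEC had 1954 DEGs, compared with 3547 in FFEC/SEs and 4270 in OFEC/SEs. When all libraries were drawn down to 2445444 tags on genes, the numbers were 1885, 3409 and 4200. The Pearson correlation of log2(TPM + 1) across the 20952 genes was 0.927 between FFEC and OFEC, 0.885 between SEs and FFEC and 0.846 between SEs and OFEC. These correlations are across genes, which are not independent replicates, so no p-value is given. With a pseudocount of 0.1 they were 0.866, 0.827 and 0.772, and with the filter of at least 10 tags 0.888, 0.815 and 0.748, in the same order. From the smaller number of DEGs in OFEC/FFEC, the paper proposes that FFEC and OFEC were closer to each other than to SEs, and relates this to the cytological observations.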

**Figure 4:**
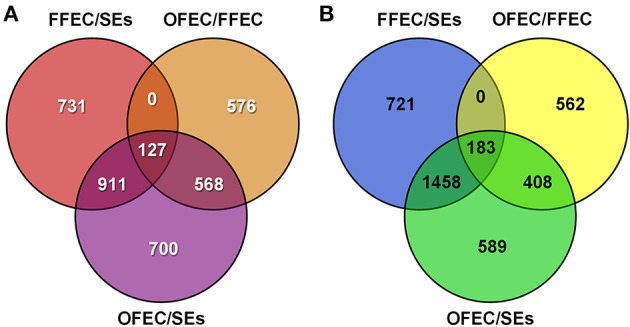
**The Venn diagram depicts the (A) upregulated and (B) downregulated genes in paired comparisons**. FFEC/SEs, fresh friable embryogenic callus/somatic embryos; OFEC/FFEC, old friable embryogenic callus/fresh friable embryogenic callus; OFEC/SEs, old friable embryogenic callus/somatic embryos.

To validate the Solexa sequencing data, the qRT-PCR analysis was performed on 18 selected DEGs belonging to different functional categories or pathways (Table 1). There were 94.44, 72.22, and 100.00% consistency between the results measured by real-time RT-PCR and RNA-seq among FFEC/SEs, OFEC/FFEC, and OFEC/SEs, respectively.

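The log2ratio was recomputed from the deposited counts for the 18 genes of Table 1 and its sign was compared with the sign of the paper's qRT-PCR value. The signs were the same for 17 genes in FFEC/SEs (94.44%, Wilson 95% confidence interval 74.2 to 99.0), for 13 genes in OFEC/FFEC (72.22%, 49.1 to 87.5) and for all 18 in OFEC/SEs (100%, 82.4 to 100). Among the genes past the threshold, the signs were the same for 10 of 10, 2 of 2 and 11 of 11. The median absolute log2ratio was 3.83, 1.29 and 2.30 in the tag counts and 2.25, 0.96 and 1.64 in the qRT-PCR values of the paper.

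In FFEC/SEs the cell division protein ftsZ gene cassava4.1_008560m had the other sign, with 170 tags in SEs, 114 in FFEC and a log2ratio of -0.58. In OFEC/FFEC the auxin-induced protein 22D gene cassava4.1_019292m had 74 tags in SEs and 0 in FFEC and OFEC, which gives a log2ratio of 0. The other genes without the same sign in OFEC/FFEC were galacturonic acid reductase cassava4.1_012131m (-0.58), acetyl-CoA synthetase cassava4.1_004367m (-0.11), glutamine synthetase cassava4.1_010597m (-0.01) and cassava4.1_006657m (-0.50), and none of the 5 was past the threshold. The value of OFEC/FFEC was 66.67% (12 genes) with TMM library sizes and 77.78% (14 genes) with 1 tag added. The gene added by the latter is cassava4.1_019292m, whose value of -0.02 then comes from the library sizes alone, as it has 0 tags in both libraries.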

**Table 1:** **Validation of selected gene expression by real-time RT-PCR**.

**Genes**	**Description**	**Solexa**			**qRT-PCR**		
		**FFEC/SEs**	**OFEC/FFEC**	**OFEC/SEs**	**FFEC SEs**	**OFEC/FFEC**	**OFEC/SEs**
Cassava4.1_000881m	Histidine kinase cytokinin receptor, Mrna (CRE)	−3.53	1.19	−2.34	−3.67	2.76	−0.91
Cassava4.1_012131m	NAD^+^	4.14	−0.58	3.56	4.94	**0.87**	5.81
Cassava4.1_004367m	Acetyl-CoA synthetase	3.32	−0.11	3.21	0.97	**0.90**	1.87
Cassava4.1_019292m	Auxin-responsive protein IAA	−10.63	−	−10.63	−1.81	−**0.32**	−2.13
Cassava4.1_003815m	Auxin-responsive GH3 gene family	−5.74	−1.41	−7.16	−1.46	−0.86	−2.32
Cassava4.1_019233m	SAUR family protein	−10.42	7.71	−2.71	−2.47	1.74	−0.73
Cassava4.1_004821m	Pectinesterase-3 precursor	−8.12	5.39	−2.73	−4.21	2.32	−1.89
Cassava4.1_006815m	Predicted: similar to TUBG1 (gamma-tubulin)	−8.23	7.85	−0.38	−2.62	2.40	−0.22
Cassava4.1_001933m	Kinesin	−7.00	8.40	1.40	−2.23	2.25	0.02
Cassava4.1_008560m	Cell division protein FtsZ	−0.58	1.39	0.80	**0.38**	1.02	1.40
Cassava4.1_010144m	Cyclin A	−6.74	8.40	1.66	−2.27	5.14	2.87
Cassava4.1_005111m	GLN phosphoribosyl pyrophosphate amidotransferase 2	1.19	0.31	1.51	1.42	0.77	2.18
Cassava4.1_009073m	Phosphoribosyltransferase family protein	1.58	0.24	1.82	0.40	0.69	1.09
Cassava4.1_010597m	Glutamine synthase clone R1	2.28	−0.01	2.27	2.59	**0.40**	2.99
Cassava4.1_006179m	Glutamate decarboxylase	−3.23	1.50	−1.73	−4.91	2.84	−2.07
Cassava4.1_004336m	Phosphoglucomutase/phosphomannomutase family protein	1.32	0.12	1.43	0.47	0.77	1.24
Cassava4.1_006657m	UDP-glucose 6-dehydrogenase family protein	−1.90	−0.50	−2.40	−1.81	**0.87**	−0.93
Cassava4.1_031387m	Xylan 1,4-beta-xylosidase	−8.23	5.39	−2.84	−2.83	1.98	−0.85

*All data are shown in log_2_ratio, and the positive and negative values of log_2_ ratio are either up- or down-regulated genes in the three paired comparisons. No significant fold changes are indicated as “−.” Values of real-time RT-PCR analysis shown in bold font indicate inconsistent data compared with Solexa analysis*.

### GO clustering of degs and clustering of significant pathways involved

The GO terms of “cellular process,” “molecular function,” and “biological process” were significantly enriched among SEs, FFEC, and OFEC (Figure 5). 

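The GO terms were those the deposited gene tables give directly for each gene, without the parent terms. Of the 3547 DEGs of FFEC/SEs, 2712 had a GO term, and the background was the 14802 tested genes with one. The term "external encapsulating structure" was held by 67 DEGs (2.47% of DEGs and 1.62% of all genes, a ratio of 1.52), a count at percentile 99.2 of 10000 random gene sets matched on mean expression. Terms of oxidoreductase activity were held by 294 DEGs (10.8% and 8.32%, ratio 1.30, percentile 100). The term "response to chemical stimulus" was held by 6 DEGs (ratio 1.13, percentile 64.5). The term "cell periphery" was given directly to 2 DEGs. With only genes of at least 10 tags as the background, the ratio of "external encapsulating structure" was 1.40 and its percentile 99.4.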

Of them, the categories including “cell periphery,” “external encapsulating structure,” “oxidoreductase activity,” and “response to chemical stimulus” were significantly regulated in FFEC (Supplementary Table 2). In OFEC, the main categories contained terms for “cell cycle related,” “cytoskeleton related,” “chromatin,” and “nucleotide related” (Figure 5). 

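Of the DEGs of OFEC/FFEC, 1501 had a GO term, and 14749 tested genes formed the background. Cytoskeleton terms were held by 32 DEGs (ratio 1.99 to the background, percentile 100 of matched random gene sets), of which 29 were upregulated. Chromatin terms were held by 18 DEGs (ratio 2.81, percentile 99.9), of which 17 were upregulated. Terms of motor activity and the microtubule-based process were each held by 15 DEGs (ratios 2.42 and 2.38), all of them upregulated. Cell cycle terms were held by 13 DEGs, a ratio of 1.37 at percentile 93.6. All 13 were upregulated, and among upregulated DEGs alone the ratio was 2.68 at percentile 100. Terms of nucleotide binding were held by 38 DEGs (ratio 1.08, percentile 92.0).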

According to the threshold of *P* < 0.05 and *Q* < 0.05, 14 significant pathways were identified (Figure 6A). In FFEC, the main pathways included were “plant hormone signal transduction” (ko04075), “glycolysis/gluconeogenesis” (ko00010), and “alanine, aspartate, and glutamate metabolism” (ko00250). Different pathways involved in OFEC are “base excision repair” (ko03410), “DNA replication” (ko03030), “nucleotide excision repair” (ko3420), and “mismatch repair” (ko3430), all of which were related to the DNA synthesis and repair process (Figure 6A).

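The assignment of genes to KEGG pathways was not analysed here. The genes whose deposited description names a DNA replication factor were taken as a list instead. The list held replication factors, replication protein A, minichromosome maintenance proteins, proliferating cell nuclear antigen, DNA polymerases and primases and ribonucleotide reductases. In OFEC/FFEC the median log2ratio of its 33 genes, with 1 tag added to each count, was 1.09, at percentile 100 of 10000 random lists of the same size and mean expression. Of these genes, 7 were upregulated and 0 downregulated past the threshold. The filter of at least 10 tags moved the median most, to 0.70 with 25 genes and percentile 99.8, and with TMM library sizes it was 0.97. In FFEC/SEs the median was 0.04 over 28 genes, at percentile 73.7.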

**Figure 5:**
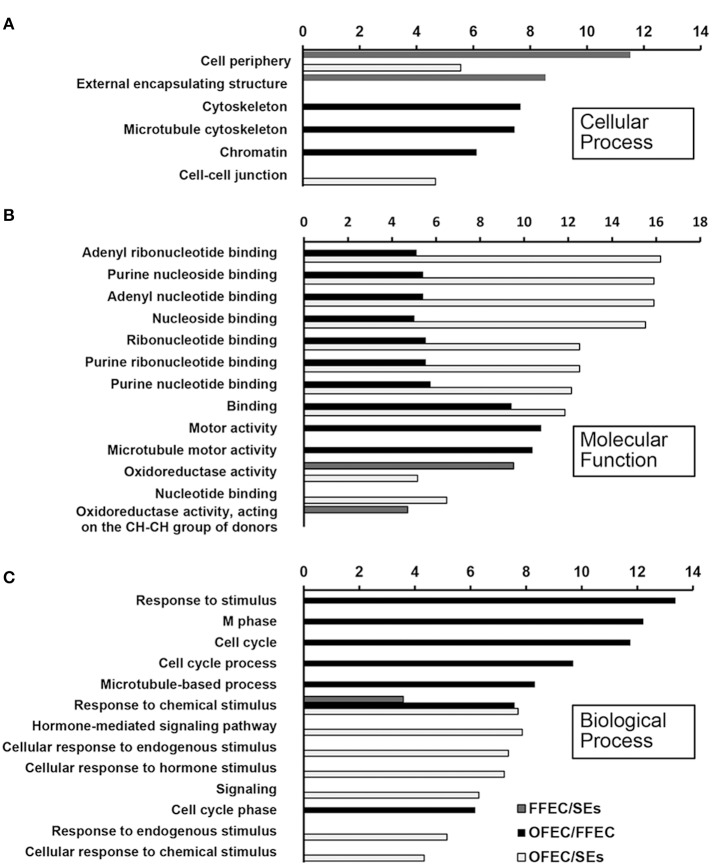
**Significantly enriched GO terms of “cellular process” (A), “molecular function” (B), and “biological process” (C) by comparing SEs, FFEC, and OFEC (*P* ≤ 0.05)**. The “*y*” axis represented enriched GO terms among three samples. The “*x*” axis represented the *P*-value (−log_2_ *P*).

**Figure 6:**
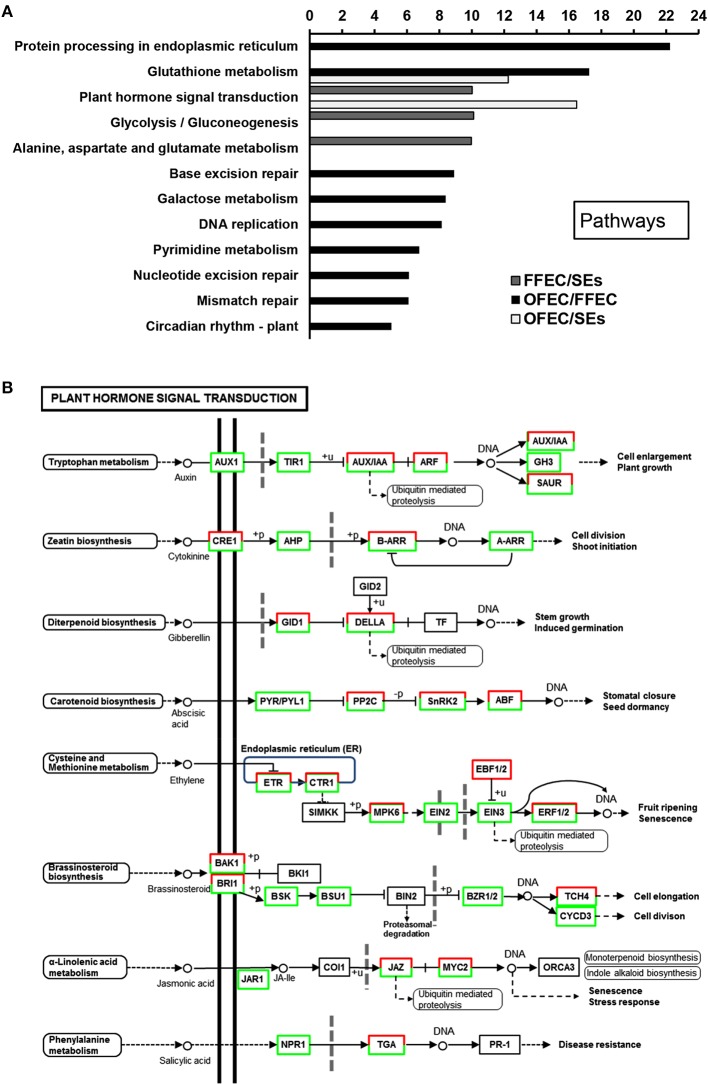
**Significantly enriched pathways (A) and changes of plant hormone signal transduction (B) by comparing SEs, FFEC, and OFEC (*P* < 0.05)**. The “*y*” axis represented enriched pathways among the three samples, and the “*x*” axis represented the *P*-value (−log_2_ *P*).

### Changes during the FEC formation process (FFEC/SEs)

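Supplementary Table 3 lists 160 genes. In FFEC/SEs 61 of them had a log2ratio above 0 and 99 below 0, from -10.79 to 9.66. Past the threshold were 48 upregulated and 82 downregulated genes, and the other 30 did not pass it. The Benjamini-Hochberg adjustment gave 58 upregulated and 99 downregulated genes, 157 of the 160. In edgeR's exact test with a coefficient of variation of 0.4, 1 of the 160 genes passed, and with 0.2, 35 passed. GO terms of a hormone-mediated signaling pathway were held by 48 DEGs of FFEC/SEs with a GO term (ratio 1.66 to the background, percentile 100 of matched random gene sets). Of these, 37 were downregulated and 11 upregulated.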

The “plant hormone signal transduction” (ko04075) pathway was significantly enriched (Figure 6B); in this pathway, a number of growth-associated processes were activated, including tryptophan metabolism (auxin), zeatin biosynthesis (cytokinine), diterpenoid biosynthesis (gibberellin), cysteine, and methionine metabolism (ethylene), and brassinosteroid biosynthesis (brassinosteroid) (Supplementary Table 3). These processes played a crucial role in the FEC formation process for regulating elongation and cell division. 

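Of the 26 auxin genes of Supplementary Table 3, 24 had a log2ratio below 0 in FFEC/SEs and 2 above 0, with a median of -2.75. Past the threshold were 21 downregulated and 2 upregulated genes. No sign changed with TMM sizes or tags on genes, although 3 of the 21 no longer passed the threshold under either. These sizes move every gene with tags in both libraries of a comparison by the same amount. A gene absent from 1 library moves by another amount, as its floor of 0.01 TPM stays, but its log2ratio is far from 0. Here and below only a log2ratio near 0 could therefore change sign. The upregulated genes were auxin-induced protein X10A cassava4.1_017737m, with 33 tags in SEs and 83 in FFEC (log2ratio 1.32, FDR 2.0e-04), and auxin-responsive protein IAA16 cassava4.1_014849m, with 174 and 374 tags (1.10, FDR 1.7e-15). Auxin-induced protein 22D cassava4.1_019292m had 74 tags in SEs and 0 in FFEC (-10.63, FDR 7.2e-21). Auxin-responsive protein IAA1 cassava4.1_016728m fell from 978 to 186 tags (-2.40). Over all 119 genes with auxin, SAUR or indole-3-acetic acid in their deposited description and not only those of the table, the median log2ratio with 1 tag added was -0.77, at percentile 0 of 10000 matched random lists, and TMM sizes moved it most, to -0.67. In this list, 8 genes were upregulated and 30 downregulated past the threshold.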

In the tryptophan metabolism (auxin) pathway, most of the genes involved in this metabolism were downregulated except the auxin-induced protein X10A and the auxin-responsive protein IAA16.

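The 5 cyclin D genes of Supplementary Table 3 were all downregulated past the threshold in FFEC/SEs, with log2ratios from -3.86 to -1.06. The highest, that of cassava4.1_009919m, was -0.97 with TMM sizes and -0.87 with tags on genes as the library size, and did not pass it then. Of the 7 glucan endo-1,3-beta-glucosidase precursors of that table, 4 were upregulated and 3 downregulated. Among them, cassava4.1_021465m had 0 tags in SEs and 22 in FFEC (log2ratio 8.87, FDR 2.6e-05) and cassava4.1_011788m fell from 258 to 13 tags (-4.32, FDR 4.1e-58). Of 28 protein kinase genes, 10 were upregulated, 12 downregulated and 6 not past the threshold. Of 16 protein phosphatase 2c genes, 6 were upregulated, 5 downregulated and 5 not past the threshold. No log2ratio of these families changed sign with TMM sizes or with tags on genes as the library size.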

In the diterpenoid biosynthesis (gibberellin) process, the genes of GA including cyclin D, glucan endo-1,3-beta-glucosidase precursor, protein kinase, and protein phosphatase 2c play functions in the cell reconstruction of structure and endomaterials. 

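Both gibberellin receptor GID1 genes of Supplementary Table 3 were upregulated in FFEC/SEs. In cassava4.1_029685m the tags rose from 7 in SEs to 103 in FFEC (log2ratio 3.87, FDR 1.1e-20), and in cassava4.1_010495m from 17 to 75 (2.13, FDR 5.9e-08). The GRAS family TFs cassava4.1_004650m and cassava4.1_009548m rose from 47 to 263 tags and from 9 to 44 tags (2.48 and 2.28). The ubiquitin-protein ligases cassava4.1_008404m and cassava4.1_002564m rose from 6 to 37 and from 19 to 67 tags (2.62 and 1.81). The DELLA protein GAI gene cassava4.1_003741m fell from 287 to 7 tags (log2ratio -5.36, FDR 3.7e-73). The DELLA protein GAIP-B genes cassava4.1_005357m and cassava4.1_033968m fell from 58 to 8 and from 426 to 106 tags (-2.86 and -2.01). Each of these genes was past the threshold, and none changed sign with TMM sizes or with tags on genes as the library size.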

In this study, gibberellin receptor GID1, GRAS family transcription factor (TF), and ubiquitin-protein ligase were upregulated, but DELLA protein was downregulated (Supplementary Table 3). The DELLA protein was degraded by ubiquitin-mediated gibberellin receptor GID1 that combined with GA; therefore, the genes related with GA were induced, which could lead to cell reconstruction.

In the GO terms of “cellular process,” the largest and second categories of “cell periphery” and “external encapsulating structure,” accounting for 7.80 and 6.70% of the total GOs, respectively, might be the most important components related to the FEC formation. 

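In FFEC/SEs, 67 of the 2712 DEGs with a GO term (2.47%) were annotated directly with "external encapsulating structure" and 2 (0.0737%) directly with "cell periphery". Of the 67 DEGs, 46 were downregulated, a ratio of 1.81 to the background at percentile 99.8 of matched random gene sets, and 21 were upregulated, a ratio of 1.14 at percentile 58.1. The parent terms of each annotation were not used here. With DEGs from edgeR's exact test at a coefficient of variation of 0.4, 34 DEGs with a GO term were left, too few to test the share of a term.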

Since all genes in the category of “external encapsulating structure” were overlapping with genes in the GO terms of “cell periphery,” the two categories were combined for analysis and discussion (Supplementary Table 2). Among the 57 genes significantly changed at FFEC/SEs, 42 genes were downregulated and 15 genes upregulated. 

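Among the 57 genes of Supplementary Table 2, 41 had a log2ratio below 0 in FFEC/SEs and 16 above 0, from -9.85 to 8.66. Past the threshold were 31 downregulated and 12 upregulated genes. The other 14 genes did not pass it. The Benjamini-Hochberg adjustment gave 41 downregulated and 15 upregulated genes. The setting that moved the number most was edgeR's exact test with a coefficient of variation of 0.4, which left 1 of the 57, and a coefficient of variation of 0.2 left 16.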

Many genes that loosen the cell wall structure were detected, including alpha-expansin 11 precursor, xyloglucan endotransglucosylase/hydrolase protein 22 precursor (XTH), pectin acetylesterase, and so on. 

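Alpha-expansin 11 precursor cassava4.1_014513m had 336 tags in SEs, 34 in FFEC and 2 in OFEC, a log2ratio of -3.31 in FFEC/SEs (FDR 1.9e-61). Beta-expansin cassava4.1_014262m was downregulated as well, with a log2ratio of -1.57. Of the 3 XTH genes, protein 22 precursor cassava4.1_013286m fell from 178 to 21 tags (-3.09, FDR 3.2e-30) and protein A precursor cassava4.1_013014m from 41 to 2 (-4.36), and protein 9 precursor cassava4.1_011585m rose from 893 to 2715 tags (1.60). Of the 3 pectin acetylesterases, cassava4.1_009152m fell from 649 to 83 tags (-2.97, FDR 1.6e-107) and cassava4.1_024915m rose from 47 to 108 (1.19, FDR 6.1e-05). The third, cassava4.1_032451m, had 0 tags in SEs and 13 in FFEC. Over all 126 genes described as expansins, xyloglucan or pectin enzymes, polygalacturonases or cellulose synthases, the median log2ratio with 1 tag added was -0.57, at percentile 0.94 of matched random lists. In that list, 6 genes were upregulated and 20 downregulated past the threshold.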

Many genes involved in the polysaccharide hydrolase of cell wall were observed, such as alpha-galactosidase, alpha-glucosidase, beta-galactosidase, glucan endo-1,3-beta-glucosidase precursor, xylan 1,4-beta-xylosidase, hydrolyzing *O*-glycosyl compounds, periplasmic beta-glucosidase precursor, acid beta-fructofuranosidase precursor, triosephosphate isomerase, and so on. 

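Among the polysaccharide hydrolases of Supplementary Table 2, the beta-galactosidases cassava4.1_001635m and cassava4.1_001733m rose from 63 to 368 tags and from 8 to 117 tags in FFEC/SEs (log2ratios 2.54 and 3.86). The periplasmic beta-glucosidase precursor cassava4.1_002077m rose from 3 to 26 tags (3.11, FDR 6.8e-04) and the acid beta-fructofuranosidase precursor cassava4.1_004675m from 3 to 35 (3.54, FDR 4.2e-06). Alpha-glucosidase cassava4.1_001205m fell from 46 to 17 tags (log2ratio -1.44) without passing the threshold, with an FDR of 0.0075. Xylan 1,4-beta-xylosidase cassava4.1_031387m had 14 tags in SEs and 0 in FFEC (-8.23), also not past it, with an FDR of 0.0023. A fall of cassava4.1_031387m was also seen in the paper's qRT-PCR. The triosphosphate isomerase-like gene cassava4.1_014454m fell from 849 to 291 tags (-1.55, FDR 8.8e-62). The O-glycosyl hydrolases cassava4.1_003582m and cassava4.1_016458m were downregulated (-1.90 and -1.32) and cassava4.1_016746m, with 12 and 40 tags (1.73), was not past the threshold but passed it with tags on genes as the library size (1.92).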

For example, pectinesterase precursors and glucan endo-1,3-beta-glucosidase precursors were downregulated dramatically, and pectin acetylesterase (cassava4.1_ 032451m|pacid:17979110) and alpha-galactosidase/alpha-*N*-acetylgalactosaminidase (cassava4.1_011258m|pacid:17973258) were upregulated.

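All 5 pectinesterase precursors of Supplementary Table 2 had a log2ratio below 0 in FFEC/SEs, under TMM sizes and tags on genes as well. Past the threshold were cassava4.1_004226m, with 472 tags in SEs and 40 in FFEC (-3.57, FDR 1.5e-92), and cassava4.1_005186m, with 122 and 6 (-4.35, FDR 2.9e-27). The other pectinesterases did not pass it: cassava4.1_026531m and cassava4.1_004821m each had 13 tags in SEs and 0 in FFEC, and cassava4.1_023656m had 32 and 7. For cassava4.1_004821m the paper's qRT-PCR also gave a fall in FFEC/SEs. The glucan endo-1,3-beta-glucosidase precursors cassava4.1_005968m and cassava4.1_021211m were downregulated (-2.76 and -2.16), but neither passed the threshold with tags on genes as the library size, nor the former with TMM sizes. Pectin acetylesterase cassava4.1_032451m had 0 tags in SEs and 13 in FFEC. Its log2ratio was 8.11, and its FDR of 0.0088 was not past the threshold. Alpha-galactosidase/alpha-N-acetylgalactosaminidase cassava4.1_011258m rose from 31 to 462 tags (3.89, FDR 2.7e-96). A second gene of that description, cassava4.1_023135m, had 23 tags in SEs and 0 in FFEC (-8.94, FDR 6.3e-06).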

The genes of protein hydrolysis, including 26S protease regulatory subunit S10b, aspartic proteinase nepenthesin-1 precursor, and other genes were all significantly downregulated. 

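The 26S protease regulatory subunit S10b gene cassava4.1_009061m had 387 tags in SEs and 175 in FFEC (log2ratio -1.15, FDR 1.3e-17), and with tags on genes as the library size its log2ratio of -0.96 was not past the threshold. The nepenthesin-1 precursors cassava4.1_008061m, cassava4.1_007900m and cassava4.1_028838m had 209, 288 and 108 tags in SEs and 2, 21 and 10 in FFEC (-6.71, -3.78 and -3.44). Of the 10 protease and peptidase genes of Supplementary Table 2, 8 had a log2ratio below 0, of which 7 were past the threshold. The serine carboxypeptidases cassava4.1_021811m and cassava4.1_006631m had a log2ratio above 0. The former had 0 tags in SEs and 15 in FFEC (8.32, FDR 0.0024) and the latter 2 and 18 (3.16, FDR 0.014), and neither passed the threshold, except the former with tags on genes as the library size. Another serine carboxypeptidase, cassava4.1_007203m, fell from 212 to 30 tags (-2.83). No sign changed with TMM sizes or with tags on genes as the library size.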

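Betaine-aldehyde dehydrogenase cassava4.1_021659m had 34 tags in SEs, 84 in FFEC and 55 in OFEC, a log2ratio of 1.30 in FFEC/SEs with an FDR of 2.4e-04. The 5 multicopper oxidases of Supplementary Table 2 had log2ratios from -8.42 to -1.12, with TMM sizes and tags on genes also below 0, and 4 were past the threshold. Of these, cassava4.1_004448m did not pass it with either size, nor cassava4.1_004947m with tags on genes. The fifth, cassava4.1_004139m, had 37 tags in SEs and 11 in FFEC (FDR 0.0049). LRX2 cassava4.1_003278m had 43 tags in SEs and 0 in FFEC and OFEC (log2ratio -9.85, FDR 1.0e-11).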

The factors responsible for external stimulus betaine-aldehyde dehydrogenase, multicopper oxidase, and leucine-rich repeat in FFEC had also downregulated expression compared with that in SEs. 

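Of the TUBG1 genes, cassava4.1_010649m fell from 66 tags in SEs to 17 in FFEC (log2ratio -1.96, FDR 1.9e-06). The other, cassava4.1_006815m, had 14 tags in SEs, 0 in FFEC and 11 in OFEC (log2ratio -8.23 in FFEC/SEs), and its FDR of 0.0023 was not past the threshold. The paper's qRT-PCR on biological replicates also gave a fall for cassava4.1_006815m in FFEC/SEs. Fimbrin cassava4.1_031429m had 0 tags in SEs, 19 in FFEC and 30 in OFEC (8.66 in FFEC/SEs, FDR 1.9e-04). Tubulin alpha-8 chain cassava4.1_007551m rose from 22 to 112 tags (2.34, FDR 1.4e-13) and tubulin alpha chain cassava4.1_007513m from 187 to 399 (1.09, FDR 2.7e-16).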

The genes, for example, similar to TUBG1 (gamma-tubulin), involved in cytoskeleton construction were downregulated while fimbrin and tubulin alpha-8 chain were significantly upregulated in FECs compared to SEs.

Furthermore, other genes containing a wide range of biological functions were detected, including protein kinase (e.g., serine–threonine protein kinase), heat shock proteins (e.g., heat shock protein), protein synthesis (e.g., 40S ribosomal protein S27), protein folding (e.g., calnexin), lipid metabolism (e.g., acid phosphatase one precursor), nucleotide metabolism (e.g., amidophosphoribosyltransferase), and auxin-responsive protein (e.g., GAST1 protein precursor). Moreover, the transcription factors (TFs) differentially expressed during the culture process were also monitored (Supplementary Table 6). 

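The 3 heat shock proteins of Supplementary Table 2 were downregulated past the threshold in FFEC/SEs, with log2ratios of -2.42, -1.09 and -1.05, and with TMM sizes or tags on genes only the first still passed. The lowest value was that of cassava4.1_002964m, with 1669 tags in SEs, 313 in FFEC and 718 in OFEC. Over all 149 genes described as heat shock proteins or chaperones, the median log2ratio with 1 tag added was -0.47 in FFEC/SEs, at percentile 0.315 of matched random lists, and 29 of them were downregulated and 5 upregulated past the threshold. The amidophosphoribosyltransferase gene of Table 1, cassava4.1_005111m, had 27 tags in SEs and 62 in FFEC (1.19, FDR 0.010), which was not past the threshold but passed it with tags on genes as the library size (1.39). Its qRT-PCR value in the paper had the same sign.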

Significant upregulation of TFs (e.g., AP2/ERF TF, MADS-box TF 2, R2R3-MYB TF, BIM1 TF, and WRKY TF) was detected in FFEC/SEs (log_2_ratio >5) but more down-regulated TFs were also found during the process (log_2_ratio < −5). 

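Of the 271 TFs of Supplementary Table 6, 26 had a log2ratio above 5 in FFEC/SEs and 43 below -5. Each of these TFs was absent from 1 of the 2 libraries, so its log2ratio was set by the floor of 0.01 TPM. The median of the larger tag count was 4 among the 26 and 3 among the 43, and 4 and 7 TFs passed the threshold. The upregulated ones included AP2/ERF TF cassava4.1_016343m with 0 tags in SEs and 46 in FFEC (log2ratio 9.94, FDR 3.2e-12), WRKY TF cassava4.1_027917m with 0 and 30 (9.32, FDR 1.4e-07) and BIM1 cassava4.1_005340m with 0 and 17 (8.50, FDR 6.8e-04). MADS-box TF 2 cassava4.1_016130m had 0 and 9 tags (7.58, FDR 0.11) and did not pass it. The 5 R2R3-MYB TFs above 5 had from 3 to 13 tags in FFEC, and none passed it. The largest of these, cassava4.1_014435m, had 13 tags (8.11, FDR 0.0088). Over all values of the log2ratio, 25 TFs were upregulated and 42 downregulated past the threshold in FFEC/SEs, and edgeR's exact test with a coefficient of variation of 0.4 left 1.

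**Figure D2:**
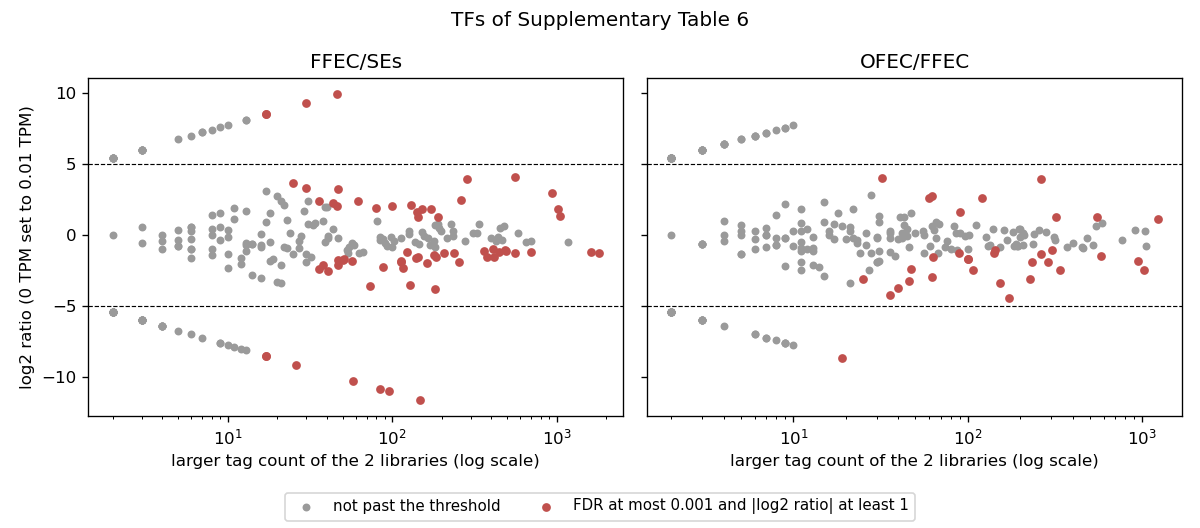
Log2ratio of each TF of Supplementary Table 6 in FFEC/SEs and OFEC/FFEC against the larger of its tag counts in the 2 libraries (log axis), in red where past the threshold and in grey where not. The TFs beyond 5 and -5 (dashed lines) lie on curves set by the floor of 0.01 TPM, and in OFEC/FFEC 0 of the 37 above 5 are past the threshold.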

Interestingly, most of these TFs down-regulated in FFEC/SEs were up-regulation in OFEC/FFEC, indicating the regulation of FEC induction is different from the FEC subculture process.

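Of the 43 TFs with a log2ratio below -5 in FFEC/SEs, 20 had a log2ratio above 5 in OFEC/FFEC. The other 23 were absent from both FFEC and OFEC, which gives a log2ratio of 0. Of the 42 TFs downregulated past the threshold in FFEC/SEs, 16 had a log2ratio above 0 in OFEC/FFEC and 2 were upregulated past the threshold there. Among the 20, MADS9 cassava4.1_013975m had 58 tags in SEs, 0 in FFEC and 2 in OFEC.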

### Rapid cell cycle and repair mechanism during the FEC continuous subculture process (OFEC/FFEC)

Many significantly expressed pathways, including “base excision repair,” “DNA replication,” “nucleotide excision repair,” and “match repair,” involved in DNA replication or repair, were found during the FEC continuous subculture process (OFEC/FFEC) (Supplementary Table 4). In these pathways, many important genes related to the DNA damage–induction repair process, such as replication factor C (RFC), proliferating cell nuclear antigen (PCNA), and replication protein A (RPA), were also significantly upregulated.

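PCNA cassava4.1_013998m had 7 tags in SEs, 7 in FFEC and 43 in OFEC, a log2ratio of 2.60 in OFEC/FFEC (FDR 2.3e-05). The gene listed as RPA, cassava4.1_013423m, had 3, 0 and 22 tags (8.85, FDR 4.6e-05). The gene listed as RFC, cassava4.1_010657m, had 0 tags in SEs and FFEC and 16 in OFEC (8.39), and its FDR of 0.0020 was not past the threshold. It was past it with the Benjamini-Hochberg adjustment (FDR 1.9e-04). The files describe both as predicted proteins.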

In the GO terms of “molecular function,” the “cell cycle–related terms” were identified. Since many genes in the category of “cell cycle” overlapped with genes in the GO terms of “cell cycle process” and “M phase,” these categories were combined for analysis and discussion. 

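The proteins of Supplementary Table 5 were matched to the deposited gene tables by their protein identifiers, since in 26 of its 28 lines the gene ID belongs to another gene than the protein does. Where several genes shared a protein, the gene with the closest log2ratios was taken, a choice made after the values were seen. In OFEC/FFEC 27 of the 28 genes had a log2ratio above 0, from 1.08 to 8.39, and 16 of these were past the threshold. The CDKs cassava4.1_012271m and cassava4.1_012120m rose from 21 tags in FFEC to 138 in OFEC and from 57 to 300 tags (log2ratios 2.70 and 2.38, FDR 1.7e-19 and 1.6e-37), cyclin B cassava4.1_009943m from 50 to 193 (1.93) and cyclin A cassava4.1_007567m from 13 to 60 (2.19). The carboxy-terminal kinesins cassava4.1_034180m and cassava4.1_000382m had log2ratios of 2.28 and 1.11, the latter 0.99 with TMM sizes and then not past the threshold, and eIF 2C cassava4.1_000940m had 1.91. Cop9 complex subunit cassava4.1_009135m fell from 909 to 372 tags (-1.31, FDR 7.0e-51).

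The 11 genes not past the threshold included cdc6 cassava4.1_005535m, with 15 and 47 tags (1.63, FDR 0.0040), and cyclin B cassava4.1_008064m, with 13 and 41 (1.64, FDR 0.011). The smg-7 gene cassava4.1_024769m, cyclins A cassava4.1_010144m and cassava4.1_030070m and kinesins cassava4.1_001933m and cassava4.1_001929m were absent from FFEC and had 15 or 16 tags in OFEC. For cyclin A cassava4.1_010144m and kinesin cassava4.1_001933m the paper's qRT-PCR on biological replicates also gave a rise in OFEC/FFEC. With the Benjamini-Hochberg adjustment, 26 of the 28 genes were upregulated and 1 downregulated past the threshold. With the genes taken by the ID of each line, 19 were upregulated past the threshold, and 27 with the Benjamini-Hochberg adjustment, and edgeR's exact test with a coefficient of variation of 0.4 left 0. In OFEC/FFEC, 8 of the 43 genes whose description in the files holds cyclin or cdc6 were upregulated and 2 downregulated past the threshold. Over all 43, the median log2ratio with 1 tag added was 1.07, at percentile 100 of matched random lists, and 0.94 with TMM library sizes. Without the calcyclin-binding proteins and the tetracycline transporter that this wording takes in, it was 0.72 over 40 genes, at percentile 99.7. The median of the 42 kinesins was 1.17, also at percentile 100.

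**Figure D3:**
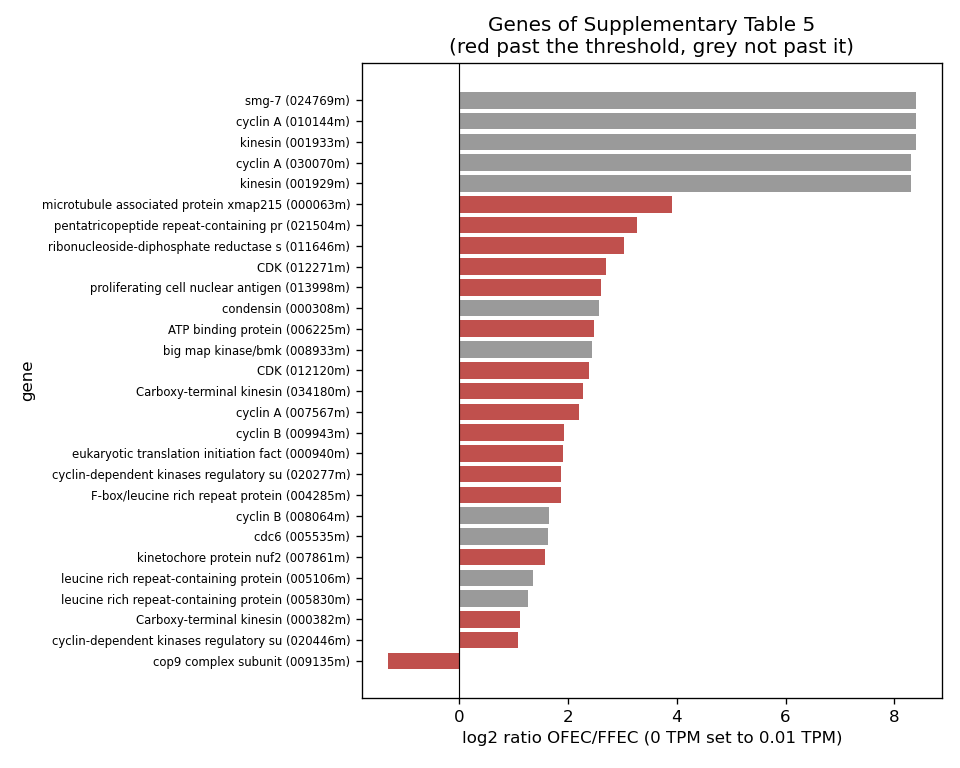
Log2ratio in OFEC/FFEC of the 28 genes of Supplementary Table 5, matched by protein, with 0 TPM set to 0.01 TPM, in red for genes past the threshold and grey for the others. The 5 bars above 8 are genes absent from FFEC with 15 or 16 tags in OFEC, and cop9 complex subunit at -1.31 is the only bar below 0.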

All genes in this term, including cyclin B, cdc6, kinesin, CDK, smg-7, cyclin A, and so on, were significantly upregulated at OFEC/FFEC, except for cop9 complex subunit (Figure 7A, Supplementary Table 5).

**Figure 7:**
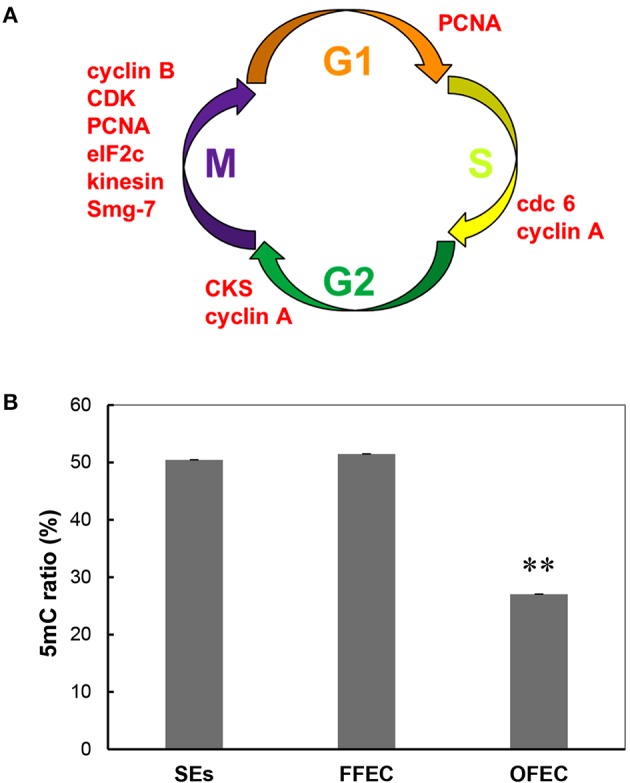
**Upregulated genes related to cell cycle (A) and genomic DNA methylation ratio (B) during the culture process from SEs to OFEC**. The mean values are calculated from three biological replicates, the error bars represent the standard error of the mean (SEM). The two asterisks indicates a statistically significant difference at *P* < 0.01.

Among the significant upregulated TF (log_2_ratio > 5) in OFEC/FFEC, one third of TFs showed upregulation in FFEC/SEs, including ethylene-responsive TF, R2R3-MYB TF, MADS-box TF 3 and WRKY TFs; The rest of them were considerably down-regulated in FFEC/SEs (log_2_ratio < −5) (Supplementary Table 6). 

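Of the 271 TFs of Supplementary Table 6, 37 had a log2ratio above 5 in OFEC/FFEC. None of them was past the threshold, and all were absent from FFEC, with a median of 3 tags in OFEC. With 0 tags in FFEC none of the 37 could have a log2ratio above 0 in FFEC/SEs: 20 had one below -5 and 17 were absent from both SEs and FFEC. Ethylene-responsive TF cassava4.1_030919m had 9 tags in OFEC and 0 in the other libraries (log2ratio 7.56 in OFEC/FFEC, FDR 0.15). R2R3-MYB TF cassava4.1_023141m had 4 tags, MADS-box TF 3 cassava4.1_028214m and WRKY TF cassava4.1_011038m 3 tags, and WRKY TFs cassava4.1_021298m, cassava4.1_024248m and cassava4.1_027662m 2 tags in OFEC, and all had 0 in SEs and FFEC. R2R3-MYB TFs cassava4.1_023052m and cassava4.1_030636m had 7 and 4 tags in SEs, 0 in FFEC and 9 and 3 in OFEC, and WRKY TF cassava4.1_005912m had 3, 0 and 2. A gene with fewer than 18 tags in OFEC and 0 in FFEC could not reach the threshold at this depth.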

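E2F cassava4.1_007936m and TF Dp-1 cassava4.1_033513m each had 2 tags in SEs, 0 in FFEC and 2 in OFEC, a log2ratio of 5.39 in OFEC/FFEC with an FDR of 1. TF DP1 cassava4.1_010769m had 9 tags in SEs, 7 in FFEC and 0 in OFEC (-7.22, FDR 0.25). None was past the threshold, and at these counts a difference between the libraries was not detectable.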

Some TFs might be related to the cell cycle progress, such as TF E2F and TF DP-1. 

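Past the threshold, 25 TFs of Supplementary Table 6 were upregulated and 42 downregulated in FFEC/SEs, and 9 were upregulated and 25 downregulated in OFEC/FFEC. Of the 9, 5 had a log2ratio above 0 in FFEC/SEs and 4 below 0, and 2 were upregulated past the threshold in both comparisons. Among the families, 30 of the 35 AP2/ERF and ethylene-responsive TFs and 22 of the 30 WRKY TFs had a log2ratio below 0 in OFEC/FFEC, and no sign changed with TMM sizes or tags on genes. In each of these families 6 TFs were downregulated and 1 upregulated past the threshold, and 28 and 23 did not pass it. Of the AP2/ERF values, 12 were below -5, where the TFs were absent from 1 library. The lean is thus one of signs, mostly of TFs not past the threshold. The MYB TFs showed no such lean, with 8 above and 8 below 0 in OFEC/FFEC, nor did the MADS-box TFs, with 2 above and 3 below. In FFEC/SEs 21 of the 35 and 9 of the 30 had one below 0, and up to 2 signs in each family changed with those settings.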

Overall, the changes of TF expression showed different scenarios between OFEC/FFEC and FFEC/SEs.

### Methylation levels reduced in OFEC

DNA methylation dysfunctions can lead to developmental abnormalities in animals and plants (Finnegan et al., 2000). To evaluate the methylation levels in SEs, FEC, and OFEC and possible causes in high somaclonal variation of regenerated cassava plants from OFEC, the global methylation ratios were evaluated by the HPLC analysis. The ratio of methylation had no significant changes between SEs and FFEC, both were about 50%. However, the ratio of methylation in OFEC decreased significantly, which was almost 27% (Figure 7B).

### Unchanged ploidy level in SEs, FFEC, and OFEC

Flow cytometry analysis was performed to examine the nuclear ploidy during FEC formation and continuous culturing process. The DNA contents of SEs, FFEC, and OFEC analyzed by flow cytometry were similar to that of the leaves, which indicated that the ploidy of SEs, FFEC, and OFEC had no difference (Supplementary Figures 1A–D). Nevertheless, the OFEC cells contained more 4C cells (26.5% of total 4C and 2C cells) compared with SE and FFEC cells. The FFEC cells only had 17.6% 4C cells (Figure 8A). The OFEC cells contained the highest ratios of SPF and PI, 15.57, and 37.92%, respectively, compared to the SE and FFEC cells (Figure 8B). Since most of cell cycle-related gene were also up-regulated (Figure 7A, Supplementary Table 5), these data indicate the OFEC cells possessed stronger proliferation ability during the subculture process.

**Figure 8:**
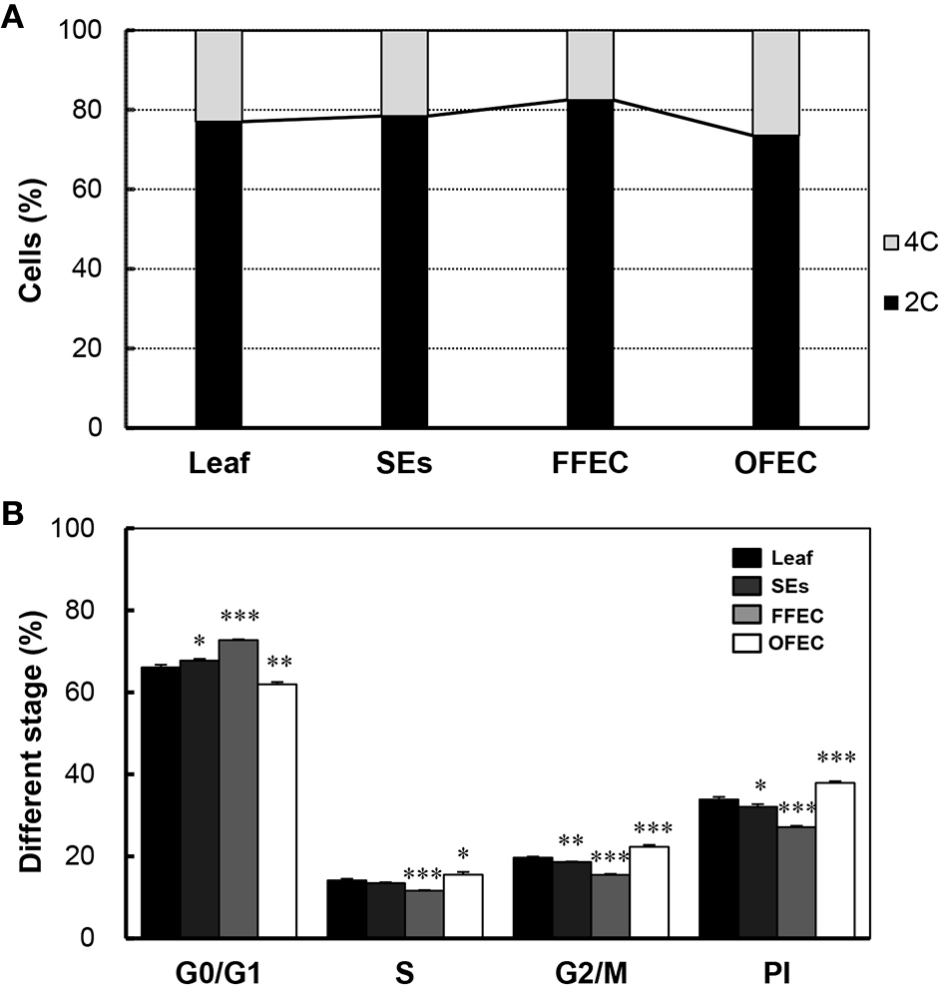
**Flow cytometric analysis of leaf, SEs, FFEC, and OFEC**. **(A)** Predominant G1/G0 peak (channel 1.7 × 10^4^) of the diploid (2*n* = 2*x* = 36) and their relative ratios of 2C and 4C cells. **(B)** The percentage of cells in G0/G1, S, and G2/M phases. PI indicates the proliferation index, PI = (S + G2/M)/(G0/G1 + S + G2/M) × 100%. The single, double, and triple asterisks indicate a statistically significant difference at *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively. The mean values are calculated from three biological replicates, and the error bars represent the standard error of the mean (SEM).

## Discussion

Callus induction is a complicated biological process of cell differentiation and dedifferentiation regulated by genetic and epigenetic mechanisms (Ikeuchi et al., 2013). Despite the importance of FEC as a key tool for cassava genetic engineering (Liu et al., 2011), less studies have been made to understand the mechanisms underlying the FEC induction and long-term subculture. In this study, transcriptomic, structural, and physiological changes were analyzed during the FEC induction and subculture process. The activation of hormone signal transduction pathway played a key role in inducing the expression of genes participating in cell reconstruction for the transformation from SE cells to FFEC. During the FEC subculture process, the cell cycles were accelerated by upregulating the cell cycle–related genes accompanying the dramatic reduction of the methylation level and changed expression of TFs. The gene repair mechanism was also enhanced. The acceleration of cell division in FEC potentially resulted in more somaclonal variations during FEC subculture. Hence, the study increased the understanding of genetic and physiological changes during the FEC formation and subculture, providing cues to develop a robust protocol for farmer-preferred or recalcitrant cultivars.

The transition from SEs to FFEC is the key limiting factor in the cassava genetic transformation system. Structural changes, mainly in the cell wall, were proved to be critical for callus formation (Ikeuchi et al., 2013), and loosening of the cell wall was noticed in the isodiametric conjunction of SEs cultured on a GD medium for 2 weeks during the FEC induction process. Much thinner cell wall existed in FFEC and OFEC (Figure 2). The GO terms of the largest and second categories of “cell periphery” and “external encapsulating structure” were enriched in the “cellular component,” indicating that FEC formation was associated with cell reconstruction in SEs. Totally 15 genes were significantly upregulated and 42 genes were downregulated during the transition process from SEs to FFEC, including the genes of cell wall formation (Supplementary Table 2). For example, XTHs that mediate cleavage and rejoining of the β (1–4)-xyloglucans of the primary cell wall seem to achieve regulated wall loosening during turgor-driven expansion by rearranging load-bearing xyloglucan cross-links between cellulose microfibrils (Jan et al., 2004; Saladie et al., 2006). Pectin acetylesterase modulates the precise status of pectin acetylation to affect the remodeling and physiochemical properties of the cell wall's polysaccharides, thereby affecting cell extensibility (Gou et al., 2012). Pectinesterase could catalyze the de-esterification of pectin into pectate and methanol, and stiff the cell wall by producing blocks of unesterified carboxyl groups that can interact with calcium ions forming a pectate gel (Micheli, 2001). The transcription of all these genes decreased significantly in FFEC/SEs. 

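In FFEC/SEs the 5 pectinesterases of Supplementary Table 2 had log2ratios from -8.12 to -2.20, of which 2 were past the threshold. The 3 XTH genes had log2ratios of -4.36, -3.09 and 1.60, and the 3 pectin acetylesterases -2.97, 1.19 and 8.11. In both families 1 gene was upregulated past the threshold, XTH protein 9 precursor cassava4.1_011585m and pectin acetylesterase cassava4.1_024915m, and no sign changed with TMM sizes or with tags on genes as the library size.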

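Xylan 1,4-beta-xylosidase cassava4.1_031387m had 14 tags in SEs, 0 in FFEC and 2 in OFEC, a log2ratio of -8.23 in FFEC/SEs. With 1 tag added to each count it was -3.91, and its FDR of 0.0023 was not past the threshold. The paper's qRT-PCR also gave a lower value for this gene in FFEC than in SEs.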

The genes such as xylan 1,4-beta-xylosidase, which catalyzed the breakage of glycosidic bond to hydrolyze cell wall into small polymer (Dilokpimol et al., 2011), were upregulated. Indeed, the mechanical damage such as wounding organized embryogenic structures to encourage FEC production had been reported by a previous study (Taylor et al., 2012). These genes might play a crucial role in the FEC induction process through participating in cell reconstruction.

The hormone signal transduction and cell cycle–related categories were enriched at OFEC/SEs and OFEC/FFEC, respectively. The components in the “plant hormone signal transduction” (ko04075) pathway were activated (Figure 6B), including tryptophan metabolism (auxin), zeatin biosynthesis (cytokinine), diterpenoid biosynthesis (gibberellin), cysteine, and methionine metabolism (ethylene), and brassinosteroid biosynthesis (brassinosteroid), which was consistent with the results of previous research. The pathways of plant hormone signal transduction were enriched during the initiation of embryogenic tissues (Elhiti et al., 2013; Li et al., 2014). But the previous studies indicated that hormonal signaling networks could establish functional links between the regulatory mechanisms of the cell cycle and genes involved in callus formation (Pischke et al., 2006), and the callus-forming capacity in hypocotyls with age may work in concert to altered cytokinin signaling components, cell cycle regulation, and epigenetics (Chen et al., 2012). Dramatic changes of TF expression during FEC subculturing were detected and some TFs are hormone responsive-related (Supplementary Table 6). These data support that the hormone response changed greatly over the long-term subculture, leading to dramatic changes in cell status genetically and epigenetically.

Starch granules were only discovered in plastids of SEs (Figure 2B), indicating SEs had different sucrose and starch metabolism from FFEC and OFEC. Increase of fructose and glucose and decrease of sucrose in OFEC indicated its vigorous sugar metabolism during the FEC subculture process. The OFEC cells might consume more energy in the process of cell proliferation due to its rapid cell division. In Valencia sweet orange, histological study of non-embryogenic, and embryogenic callus showed that starch accumulation in amyloplasts of embryogenic cells was obviously increased (Ge et al., 2012). Therefore, it might be necessary to gradually increase the sucrose content from normal 3 to 6% during FEC subculture to maintain the embryogenic nature of FEC. In fact, the embryogenic suspension established by culturing FEC in the liquid SH medium contains high sucrose content of 6% (Zhang and Gruissem, 2004). Additionally, many pathways involving protein processing in ER; glutathione metabolism; and alanine, aspartate, and glutamate metabolism were also changed. Indeed, supplementing additional amino acids, for example, tyrosine, in cassava could enhance FEC induction in a genotype-dependent manner (Nyaboga et al., 2013).

Severe somaclonal variations in regenerated plants were noticed when using cassava FEC system, such as dwarf, yellow, and/or slim, or twisted leaves, even white plants (Raemakers et al., 2001; Taylor et al., 2004). The GO terms of “molecular function” at OFEC/FFEC partly explained the appearance of somaclonal variation. Most genes were upregulated except for cop9 complex subunit, including cyclin A, cyclin B, Cdc6, CDK, kinesin, PCNA, eukaryotic translation initiation factor 2c (eIF 2C), and so on. Apparently, the cell cycles were fastened during the continuous subculture of FEC, which is further manifested by the flow cytometry analysis in which the OFEC cells contained the highest ratios of SPF and PI (Figure 8B). No change of ploidy levels of FEC was observed during subculture. Furthermore, four pathways related with DNA repair and mutation were significantly enriched at OFEC/FFEC, including “base excision repair,” “DNA replication,” “nucleotide excision repair,” and “match repair.” The genes participating in DNA repair and replication were significantly upregulated, including RFC, PCNA, and RPA (Singh et al., 2010). Many TFs were identified and showed different expression scenarios among FFEC/SEs, OFEC/FFEC and OFEC/SEs (Supplementary Table 6). Therefore, mutagenesis during the continuous FEC subculture process can occur with the increasing DNA damage and repair.

Epigenetic regulation plays an important role in callus formation by affecting gene expression via chromatin modification including DNA methylation and histone modification (Ikeuchi et al., 2013). The DNA methylation ratio of OFEC almost reduced two-fold compared with the SE and FFEC cells, indicating many genes had different expression profiles in the OFEC cells, including the genes with cell cycles and DNA replication, DNA repair, and unknown function, which might partly lead to the somaclonal variation of the regenerated plants (Rival et al., 2013). Plants with decreased methylation displayed a number of phenotypic and developmental abnormalities, including reduced apical dominance, smaller plant size, altered leaf size, and shape, decreased fertility, and altered flowering time, and so on (Finnegan et al., 2000).

## Conclusions

In summary, the study presented a genome-wide gene expression profiling related to FEC formation and subculture process of TMS60444 cultivar by the use of RNA-seq. The important event for FEC induction for SEs is the cell reconstruction with the loosening cell wall. Changing the basic medium components, especially the micronutrients, might facilitate the FEC induction. The increase of sucrose content also can delay the occurrence of somaclonal variation during FEC subculture. Certain amino acids might be helpful for FEC induction under the genotype-dependent manner. The rapid cell division and epigenetic regulation by reduced DNA methylation are enhanced during the FEC subculture process and leads to vulnerability of somaclonal variation. This study would shed light for the FEC induction from recalcitrant cultivars and improve the efficiency of FEC-based genetic transformation of cassava.

## Author contributions

QM carried out the cassava SE and FEC production, molecular, and physiological analysis, and wrote the manuscript. WZ conducted the methylation analysis and sugar measurement. PZ was responsible for the overall concept, experimental design, data analysis, and writing this manuscript. All authors read and approved the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DEG: differentially expressed gene
FEC: friable embryogenic callus
FFEC: fresh FEC
GO: Gene Ontology
HPLC: high-performance liquid chromatography
OFEC: old FEC
qRT-PCR: real-time reverse transcription–polymerase chain reaction
RNA-seq: RNA sequencing
SE: somatic embryo
TEM: transmission electron microscopy
TF: transcription factor.

# Supplementary material for: Transition from somatic embryo to friable embryogenic callus in cassava: dynamic changes in cellular structure, physiological status, and gene expression profiles
**Source:** Front Plant Sci. 2015 Oct 6;6:824. doi: 10.3389/fpls.2015.00824
**Supplement:** Supplementary file 1

| **Supplementary Table 1.**  Statistics of DEGs sequencing from SEs, FFEC and OFEC | | | | |
| --- | --- | --- | --- | --- |
| Category | Parameter | Value of SEs | Value of FFEC | Value of OFEC |
| Raw tag | Total No. of tags | 4,883,525 | 4,949,151 | 4,961,894 |
|  | No. of distinct tags | 385,206 | 456,677 | 382,234 |
| Clean tag | Total No. of tags | 4,672,920 | 4,695,412 | 4,753,155 |
|  | No. of distinct tags | 174,810 | 203,119 | 173,690 |
| All tags mapping to gene | No. of distinct tags | 78,272 | 70,704 | 80,467 |
|  | Distinct tag % of clean tags | 44.78% | 34.81% | 46.33% |
| All tag-mapped genes | No. of genes | 19,882 | 19,904 | 19,435 |
|  | % of ref. genes | 58.22% | 58.28% | 56.91% |
| Unambiguous tag-mapped genes | No. of genes | 19,800 | 19,840 | 19,366 |
|  | % of ref. genes | 57.98% | 58.09% | 56.71% |

# Supplementary material for: Transition from somatic embryo to friable embryogenic callus in cassava: dynamic changes in cellular structure, physiological status, and gene expression profiles
**Source:** Front Plant Sci. 2015 Oct 6;6:824. doi: 10.3389/fpls.2015.00824
**Supplement:** Supplementary file 2

Note: All data are shown in log_2_ratio, and the positive and negative values of log_2_ratio are either up- or downregulated genes in the three paired comparisons. No significant fold changes are indicated as “–”.

# Supplementary material for: Transition from somatic embryo to friable embryogenic callus in cassava: dynamic changes in cellular structure, physiological status, and gene expression profiles
**Source:** Front Plant Sci. 2015 Oct 6;6:824. doi: 10.3389/fpls.2015.00824
**Supplement:** Supplementary file 3

Note: All data are shown in log_2_ratio, and the positive and negative values of log_2_ratio are either up- or downregulated genes in the three paired comparisons. No significant fold changes are indicated as “–”.

# Supplementary material for: Transition from somatic embryo to friable embryogenic callus in cassava: dynamic changes in cellular structure, physiological status, and gene expression profiles
**Source:** Front Plant Sci. 2015 Oct 6;6:824. doi: 10.3389/fpls.2015.00824
**Supplement:** Supplementary file 4

| **Supplementary Table 4.** DEGs involved in the process of ‘Base excision repair’, ‘DNA replication’, ‘Nucleotide excision repair’ and ‘Match repair’ | | | | | |
| --- | --- | --- | --- | --- | --- |
| Genes | Description | FFEC/SE | OFEC/FFEC | OFEC/SE | Involved Pathway |
| cassava4.1_010657m | Replication factor C, RFC | - | 8.40 | 8.40 | 2,3,4 |
| cassava4.1_013998m | Proliferating cell nuclear antigen, PCNA | 0.01 | 2.60 | 2.59 | 1,2,3,4 |
| cassava4.1_013423m | Replication factor A, RFA/RPA | 6.00 | 8.85 | 2.85 | 2,3,4 |

Note: All data are shown in log_2_ratio, and the positive and negative values of log_2_ratio are either up- or downregulated genes in the three paired comparisons. No significant fold changes are indicated as “–”. The number in the column Involved Pathway stands for different categories of GO analysis: 1, Base excision repair; 2, DNA replication; 3, Nucleotide excision repair; 4, Mismatch repair.

# Supplementary material for: Transition from somatic embryo to friable embryogenic callus in cassava: dynamic changes in cellular structure, physiological status, and gene expression profiles
**Source:** Front Plant Sci. 2015 Oct 6;6:824. doi: 10.3389/fpls.2015.00824
**Supplement:** Supplementary file 5

| **Supplementary Table 5.** DEGs involved in the process of ‘cell cycle related terms’ | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Genes | FFEC  /SEs | OFEC  /FFEC | OFEC  /SEs | Blast nr | Description | Pathway |
| cassava4.1_009135m\|pacid:17960417 | -2.25 | 2.48 | 0.23 | gi\|255582138 | ATP binding protein | Cell cycle/cell cycle process |
| cassava4.1_020446m\|pacid:17982936 | -2.23 | 2.44 | 0.21 | gi\|255567750 | Big map kinase/bmk | M phase/cell cycle/cell cycle process |
| cassava4.1_000382m\|pacid:17981193 | -0.14 | 1.12 | 0.97 | gi\|255550664 | Carboxy-terminal kinesin | Cell cycle/cell cycle process |
| cassava4.1_008059m\|pacid:17962699 | -0.54 | 2.28 | 1.73 | gi\|255550664 | Carboxy-terminal kinesin | Cell cycle/cell cycle process |
| cassava4.1_005830m\|pacid:17986346 | 2.32 | 1.63 | 3.95 | gi\|255569307 | CDD6 | Cell cycle |
| cassava4.1_005106m\|pacid:17981511 | -0.22 | 2.38 | 2.16 | gi\|255557891 | CDK | M phase/cell cycle/cell cycle process |
| cassava4.1_007861m\|pacid:17965335 | 1.58 | 2.70 | 4.27 | gi\|255539342 | CDK | M phase/cell cycle/cell cycle process |
| cassava4.1_005535m\|pacid:17991934 | -0.50 | 2.57 | 2.07 | gi\|255576542 | Condensin, putative | M phase/cell cycle/cell cycle process |
| cassava4.1_004285m\|pacid:17963557 | 1.04 | -1.31 | -0.27 | gi\|255538588 | COP9 complex subunit | Cell cycle/cell cycle process |
| cassava4.1_020277m\|pacid:17963903 | -0.63 | 2.19 | 1.56 | gi\|255558608 | Cyclin A | Cell cycle |
| cassava4.1_000940m\|pacid:17963892 | - | 8.30 | 8.30 | gi\|255552983 | Cyclin A | Cell cycle |
| cassava4.1_009943m\|pacid:17986522 | -6.74 | 8.40 | 1.66 | gi\|255538138 | Cyclin A | Cell cycle |
| cassava4.1_007567m\|pacid:17980260 | -1.47 | 1.64 | 0.16 | gi\|255539220 | Cyclin B | Cell cycle |
| cassava4.1_034180m\|pacid:17967235 | 2.18 | 1.93 | 4.11 | gi\|255552467 | Cyclin B | M phase/cell cycle/cell cycle process |
| cassava4.1_033927m\|pacid:17973653 | -1.32 | 1.08 | -0.24 | gi\|42362268 | Cyclin-dependent kinases regulatory subunit | Cell cycle |
| cassava4.1_012120m\|pacid:17969326 | -0.13 | 1.87 | 1.74 | gi\|90856236 | Cyclin-dependent kinases regulatory subunit | Cell cycle |
| cassava4.1_008933m\|pacid:17979976 | 0.36 | 1.86 | 2.21 | gi\|255559927 | F-box/leucine rich repeat protein | M phase/cell cycle/cell cycle process |
| cassava4.1_006225m\|pacid:17988789 | - | 8.30 | 8.30 | gi\|255555065 | Kinesin | M phase/cell cycle/cell cycle process |
| cassava4.1_000308m\|pacid:17963456 | -7.00 | 8.40 | 1.40 | gi\|255563647 | Kinesin | M phase/cell cycle/cell cycle process |
| cassava4.1_013998m\|pacid:17991890 | 0.75 | 1.57 | 2.32 | gi\|255576776 | Kinetochore protein nuf2 | M phase/cell cycle/cell cycle process |
| cassava4.1_012271m\|pacid:17962626 | -1.27 | 1.27 | - | gi\|255559446 | Leucine rich repeat-containing protein | M phase/cell cycle/cell cycle process |
| cassava4.1_010009m\|pacid:17966041 | 0.12 | 1.35 | 1.47 | gi\|255559446 | Leucine rich repeat-containing protein | M phase/cell cycle/cell cycle process |
| cassava4.1_011646m\|pacid:17976911 | -2.00 | 3.92 | 1.91 | gi\|255587410 | Microtubule associated protein xmap215 | Cell cycle/cell cycle process |
| cassava4.1_021504m\|pacid:17963095 | 6.00 | 3.25 | 9.25 | gi\|255567371 | Pentatricopeptide repeat-containing protein | Cell cycle/cell cycle process |
| cassava4.1_010144m\|pacid:17992683 | - | 2.60 | 2.60 | gi\|255558840 | Proliferating cell nuclear antigen | Cell cycle |
| cassava4.1_024769m\|pacid:17982028 | -0.52 | 3.02 | 2.45 | gi\|255536887 | Ribonucleoside-diphosphate reductase small chain | Cell cycle |
| cassava4.1_021394m\|pacid:17961601 | -7.59 | 8.40 | 0.80 | gi\|255570163 | SMG-7 | M phase/cell cycle/cell cycle process |
| cassava4.1_001056m\|pacid:17979984 | -0.09 | 1.91 | 1.81 | gi\|255565533 | Ukaryotic translation initiation factor 2c | M phase/cell cycle/cell cycle process |

Note: All data are shown in log_2_ratio, and the positive and negative values of log_2_ratio are either up- or downregulated genes in FFEC vs SEs. No significant fold changes are indicated by “-”.

How the deposited data were processed for this re-analysis (not part of the article)

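RNA of somatic embryos (SEs), fresh friable embryogenic callus (FFEC) and old friable embryogenic callus (OFEC) of the cassava cultivar TMS60444 was measured as digital gene expression tags, with 1 pooled library per tissue. The methods and the series description give pools of 6 and the sample labels give pools of 3. There were no replicate libraries, so a test on the tags of a pair of libraries describes those libraries, and no comparison has a measure of the variation between cultures.

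The authors deposited, for each library, the counts of unambiguous clean tags on each gene, the counts of every clean tag as copy numbers, and the description and GO terms of each gene. They had removed adaptors, tags with unknown bases, tags of wrong length and tags seen a single time, and had left out tags that match several genes. The authors also deposited these counts as TPM, which here means tags per 1000000 clean tags. Dividing the counts by the number of clean tags gave the deposited TPM to within 0.005. The smallest copy number of a clean tag was 2 in each library. The raw reads were not analysed here.

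The libraries held 4672920 (SEs), 4695412 (FFEC) and 4753155 (OFEC) clean tags, with 2781483, 2445444 and 2565010 on genes. A floor of 3 tags corresponds to 0.642, 0.639 and 0.631 TPM. Shares of tags are given with Wilson 95% confidence intervals, which cover counting error only.

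For each of the 3 paired comparisons, genes with at least 1 tag in either library were compared with a 2-sided Audic-Claverie test on the counts, with the number of clean tags as the library size. A DEG had a Benjamini-Yekutieli FDR of at most 0.001 and an absolute log2ratio of at least 1, with a TPM of 0 set to 0.01. These are the test, the adjustment and the threshold of the paper's methods. There were 8 alternatives for the DEGs: the Benjamini-Hochberg adjustment, a filter of at least 10 tags, 1 tag added to each count, the tags on genes as library size, TMM library sizes, an absolute log2ratio of at least 2, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 and of 0.4. The test, the threshold, the rule for the named genes and these alternatives were chosen before the data were examined. Quasi-likelihood and other tests that estimate variation between replicates were not run, as there is 1 library per tissue.

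The Audic-Claverie test was tested on simulated data. Of 200 genes changed 4-fold, it recovered 150 (75.0%), including all 91 of those with at least 100 tags, and called 0 unchanged genes among 20432 tested. When a coefficient of variation of 0.2 was added to the simulated counts, it called 183 unchanged genes. In the same counts, edgeR's exact test at 0.2 called 0 unchanged genes and recovered 17 changed ones (8.5%).

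The genes named in the text were every gene that the paper names at a claim and pairs with a gene ID in Table 1 or Supplementary Tables 2 to 6, and in each comparison the 2 upregulated and the 2 downregulated DEGs with the largest absolute log2ratio when 1 tag was added. Protein kinases and protein phosphatases 2c, of which the tables list many, were reported as numbers of genes. Individual TFs were named only where the paper names their family or factor. The genes of Supplementary Table 5 were matched by protein, and where several genes shared a protein by the closest log2ratio, also after the values were seen.

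Similarity of the libraries was the Pearson correlation of log2(TPM + 1) across all genes with a tag in any library. Its alternatives were a pseudocount of 0.1, a filter of at least 10 tags and Spearman's rank correlation. Gene lists were defined by words in the deposited descriptions, so a list can hold genes of other proteins whose description has the same word. Each list's median log2ratio, with 1 tag added, was placed among the medians of 10000 random lists of the same size drawn from 40 bins of mean expression, and no p-value was given. Simulated lists without a change fell outside the central 95% in 3.5% of 200 draws of 40 genes, and all lists shifted by 1 lay above percentile 97.5. GO terms were those given directly for each gene, and each term's number of DEGs was placed among 10000 random gene sets matched on mean expression. Percentiles of GO terms with edgeR's DEGs were left out where random sets were predicted to hold fewer than 5 genes of a term.

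Some choices were made after the data were seen: counting only the tags at the site nearest the 3' end, TMM sizes for the gene lists, the list of sucrose-cleaving enzymes, the narrower list of cyclins, the Benjamini-Hochberg adjustment for the named genes, the grouping of the genes of the supplementary tables into families, and the limit of 5 genes for GO terms. The assignment of genes to KEGG pathways, the genome coordinates of the genes and the parent terms of GO annotations were not used here. The sugar, methylation, flow cytometry and microscopy measurements were not analysed here. The qRT-PCR values are the paper's, from Table 1.

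The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16. TMM factors were 0.941 (SEs), 1.004 (FFEC) and 1.058 (OFEC), relative to the tags on genes.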

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

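The tests of upstream tags over all genes, of a shared shift and of library sizes for the core histones, and of library sizes and low counts for the photosynthesis genes were chosen only after those results were seen.

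In OFEC/FFEC, 5 genes had at least a pair of tags that changed in opposite directions past the threshold, a signal that the paper does not report since it counts all tags of a gene together. In sucrose synthase cassava4.1_001871m the tag nearest the 3' end, CATGTCTCTAAGCTTGATCGT, fell from 193 copies in FFEC to 80 in OFEC, and the tag of the next site, CATGCAACGTATCCAAGAGAA, rose from 35 to 91. The other genes were cassava4.1_011091m, cassava4.1_015802m, histone H3.2 cassava4.1_017700m and the lipid transfer precursor protein cassava4.1_019504m. Their log2ratios over all tags were between -0.35 and 0.04. Random splits of the pooled tags of FFEC and OFEC gave on average 0 such genes in 100 splits (0% of the real number), which the FDR threshold used to pick these tags already implies, so the splits add no evidence against sampling of few tags. The tag nearer the 3' end was higher in OFEC in 0% of these genes and higher in FFEC in all 5. In 4 of the 5 the tag that fell was at the site nearest the 3' end. In cassava4.1_019504m it was at the next site, and the main tag of the site nearest the 3' end had 18790 and 17650 copies (log2ratio -0.11). A less complete cutting at the 3' site in OFEC than in FFEC therefore remains as a candidate explanation for those 4 genes, and not for cassava4.1_019504m. A different use of 3' ends in the tissues was not tested.

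Over all genes, the share of tags from sites upstream of the one nearest the 3' end was 23.07% in FFEC (Wilson 95% confidence interval 23.02 to 23.13), 29.12% in SEs (29.07 to 29.17) and 27.50% in OFEC (27.45 to 27.56). It was picked out because the paper does not report the sites of the tags. In the median gene with at least 20 tags in each library, the share was 7.84% in FFEC, 13.0% in SEs and 14.3% in OFEC. Among genes with at least 20 tags in FFEC and OFEC whose shares differed, 81.6% had the higher share in OFEC. So broad a shift is consistent with a difference in cutting between the libraries, and no biological explanation was tested. Counting only the tags at the 3' site kept OFEC/SEs at 2.32 times the DEGs of OFEC/FFEC, so the smaller number of DEGs in OFEC/FFEC did not depend on the upstream tags.

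Core histone genes, which the paper does not discuss, had a median log2ratio of 1.14 in OFEC/FFEC over 12 genes, of which 6 were upregulated and 0 downregulated past the threshold. A shift shared by genes of the same expression level was ruled out, as the median lay at percentile 100 of 10000 matched random lists. With TMM library sizes the median was 1.02. With only the tags at the 3' site it was 1.01 over 10 genes, again at percentile 100. Each tissue has 1 library, so a difference between library preparations was not tested, and the result cannot be told apart from it or from the light that OFEC received. As a hypothesis, the higher histone counts may go with the higher counts of cyclin genes.

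Genes described with chlorophyll, photosystem or ribulose, which the paper does not discuss either, had a median log2ratio of -0.99 in OFEC/FFEC over 47 genes, although OFEC was grown under a photoperiod. In OFEC/FFEC, 5 of them were downregulated and 2 upregulated past the threshold. In OFEC/SEs the median was -0.30, at percentile 12.6 of matched random lists, with 9 downregulated and 1 upregulated. Counting only the tags at the 3' site left the median of OFEC/FFEC at percentile 0.28 of matched random lists, with a median of -0.81 over 39 genes. With TMM sizes the median was -1.11, and among genes with at least 10 tags it shrank to -0.41 over 26 genes, at percentile 0.87. Without the 6 genes described as encoded in the plastid it was -1.26 over 41 genes, at percentile 0, and the 6 plastid genes had a median of 0.13. None of these technical explanations removed the difference, although the filter on low counts made it smaller. A difference between library preparations was not tested, and the cause remains open.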

How the results depend on the processing

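Of the settings set beforehand, the assumed variation between cultures moved the numbers of DEGs most. With edgeR's exact test at a coefficient of variation of 0.2, FFEC/SEs had 349 upregulated and 533 downregulated genes, OFEC/FFEC 116 and 200, and OFEC/SEs 550 and 904. The total was 1817, with 7 genes up and 10 down in all comparisons. At a coefficient of variation of 0.4 the numbers were 16 and 38, 0 and 2, and 42 and 111, with a total of 173 and with 0 genes up and 0 down in all comparisons. The variation itself was not measured, as each tissue has 1 library. In simulated counts the test at 0.2 recovered 8.5% of the changed genes, so the genes lost here are not shown to be unchanged. With an absolute log2ratio of at least 2 the numbers were 656 and 927, 362 and 452, and 942 and 1332, the total was 3027, and 17 genes were up and 37 down in all comparisons.

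The Benjamini-Hochberg adjustment, the filter of at least 10 tags, 1 tag added, tags on genes and TMM sizes each kept all 9 numbers of DEGs within 1.5 times the main one. Their total ranged from 5871 with 1 tag added to 6751 with Benjamini-Hochberg. With tags on genes as the library size, upregulated genes came to outnumber downregulated ones in FFEC/SEs (1956 and 1568) and OFEC/SEs (2316 and 2049). With TMM sizes downregulated genes stayed in the majority in FFEC/SEs (1716 up and 1792 down) and OFEC/SEs (1846 and 2443). In OFEC/FFEC the numbers were 978 and 976 with the main setting, and downregulated genes were in the majority with tags on genes (868 and 1054) and TMM sizes (726 and 1195). Counting only the tags at the 3' site, a setting chosen after seeing the data, left 641 upregulated genes in OFEC/FFEC, and the other 8 numbers stayed within 1.5 times. The cause of these changes was not tested.

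Among the genes of the paper's tables, a coefficient of variation of 0.2 left 16 of Supplementary Table 2 and 35 of Supplementary Table 3 in FFEC/SEs, 5 upregulated genes of Supplementary Table 5 in OFEC/FFEC, and 14 and 6 TFs of Supplementary Table 6 in FFEC/SEs and OFEC/FFEC. At 0.4 these numbers were 1, 1, 0, 1 and 0. With an absolute log2ratio of at least 2 they were 26, 76, 11, 33 and 18. The other settings kept all 5 numbers within 1.5 times.

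The correlations between libraries in FFEC/SEs, OFEC/FFEC and OFEC/SEs were 0.827, 0.866 and 0.772 with a pseudocount of 0.1, 0.815, 0.888 and 0.748 with at least 10 tags, and 0.866, 0.906 and 0.823 as Spearman's rho. Under each of these, FFEC and OFEC had the highest value and SEs and OFEC the lowest.

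Tags on genes and TMM as library sizes move every gene with tags in both libraries of a comparison alike. Genes absent from 1 library move by another amount, as the floor of 0.01 TPM stays, and the Benjamini-Hochberg adjustment changes no log2ratio. A large log2ratio could therefore not reverse under these settings. For 176 results of named genes, of which 105 were past the threshold, no direction reversed under the settings run. With tags on genes 12 fell below the threshold and 3 rose above it, with TMM sizes 10 fell below it, and with edgeR at 0.4, 94 did. With the Benjamini-Hochberg adjustment, run for these genes after seeing the data, 25 rose above it and 0 fell below it. With 1 tag added, the log2ratios of 12 genes absent from both libraries changed from 0 to -0.01 or -0.02, and the other 164 results kept their side. The 12 percentiles of gene lists counted here, each for a list and comparison given in the text, kept their side under the 0.01 TPM floor and TMM sizes. With at least 10 tags the DNA glycosylases and demethylases in OFEC/FFEC went from percentile 37.6 to 59.1 with 1 gene left, and the other 11 kept theirs. Without the calcyclin and tetracycline genes, a setting chosen after seeing the data, the cyclin list kept its side in OFEC/FFEC and OFEC/SEs. For the GO terms the filter of at least 10 tags was applied to the background genes and not to the DEGs, so it is no test of how they depend on it, and with edgeR's DEGs at 0.4 the GO terms given in the text had no usable value in the 2 comparisons concerned, as 34 DEGs with a GO term were left in FFEC/SEs and 1 in OFEC/FFEC. The numbers of distinct tags and genes and the shares of signs shared with qRT-PCR kept within 1.5 times or their confidence intervals under each setting tried. Drawing to the smallest library removes few tags, and the confidence intervals of the qRT-PCR shares are wide. For the distinct tags and for these shares the settings are therefore a weak test.

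No paired analysis was possible because each tissue has a single pooled library and the labels name no shared replicates. For the same reason no library could be left out and no other splits of the samples could be made. The depth limits calls on weakly expressed genes: a gene absent from one library needed 17 tags in the other in FFEC/SEs and OFEC/SEs and 18 in OFEC/FFEC.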

Differences from the paper's values

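The paper gives 34.81% (FFEC), 46.33% (OFEC) and 44.78% (SEs) of distinct tags as mapped to genes, and the deposited tables gave 19.6%, 28.1% and 26.5% as unambiguous tags on genes. Supplementary Table 1 gives the paper's values for all tags that map to genes, so the 2 measures are not the same, and the ambiguous tags were not analysed here. No alternative had been set for this measure. For the share of GO terms in FFEC/SEs, the paper's values are 6.70% for "external encapsulating structure" and 7.80% for "cell periphery", and the directly annotated DEGs gave 2.47% and 0.0737%. None of the alternatives set before the data were examined closed the gap, but neither of those run could test it: the filter of at least 10 tags was applied to the background genes and not to the DEGs, which gave the same 2.47% and 0.0737%, and edgeR at a coefficient of variation of 0.4 left 34 DEGs with a GO term, with 2.94% (1 gene) and 0%.

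Among the named genes, the serine carboxypeptidase cassava4.1_021811m has the paper's log2ratio of -8.32 in FFEC/SEs, and the counts gave 8.32 (0 tags in SEs and 15 in FFEC). RPA is given below, and the remaining genes are TFs of Supplementary Table 6. In FFEC/SEs the paper's values are 5.98 for cassava4.1_011038m and cassava4.1_028214m, 5.39 for cassava4.1_021298m, cassava4.1_024248m and cassava4.1_027662m, 6.39 for cassava4.1_023141m and 7.56 for cassava4.1_030919m, and the counts gave 0 for each, as these genes have no tag in SEs or FFEC. In OFEC/FFEC the paper's values are 5.98 for cassava4.1_011597m, 5.39 for cassava4.1_015454m and cassava4.1_018091m and 5.43 for cassava4.1_021785m, and the counts gave 0 for each. For cassava4.1_022750m the paper's values are -5.43 in FFEC/SEs and 5.39 in OFEC/FFEC, and the counts gave 5.41 and -5.41. In OFEC/FFEC the paper's values are 7.39 for cassava4.1_011038m and 5.43 for cassava4.1_023141m, and the counts gave 5.98 and 6.39. None of the 4 alternatives set before the data were examined (1 tag added, tags on genes, TMM sizes and edgeR at a coefficient of variation of 0.4) closed any of these gaps, and for genes with 0 tags in both libraries, or with tags in a single library and the other sign in the paper, none of them could.

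In all of Supplementary Table 6, 43 TFs differed, and each of them had tags in a single library, 17 in OFEC and 23 in SEs. The paper's table has 43 TFs with a log2ratio above 5 in OFEC/FFEC, of which 12 are above 0 and 31 below -5 in FFEC/SEs. In the counts there were 37, of which 0 were above 0 and 20 below -5. In Supplementary Table 5, 26 of 28 lines carry the ID of another gene than the protein. By ID, 25 of the 28 values in OFEC/FFEC differ, and by protein, with a match chosen after seeing the values, the largest difference from the paper's log2ratio was 0.049.

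Some settings reach the paper's values for numbers that do not differ by more than 1.5 times. With the Benjamini-Hochberg adjustment, set before the data were examined, 2362 genes were downregulated in FFEC/SEs, 183 genes were downregulated in all comparisons and 15 genes of Supplementary Table 2 were upregulated, which are the paper's values. The main setting gave 2060, 144 and 12. By the ID of each line of Supplementary Table 5, 27 genes were upregulated and 1 downregulated under that adjustment, as the paper states, and 19 and 1 with the main setting. The other numbers under that adjustment were not the paper's: 1708 upregulated genes in FFEC/SEs (the paper's is 1769), 1223 and 1151 up and down in OFEC/FFEC (the paper's 1271 and 1153), 2222 and 2638 in OFEC/SEs (the paper's 2306 and 2683), 120 up in all comparisons (the paper's 127), 41 downregulated genes of Supplementary Table 2 (the paper's 42) and a total of 6751 (the paper's 6871).

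The paper states a range of clean tags per library, and the OFEC library lies above it with 4753155. It states larger numbers of genes with unambiguous tags and the smallest for OFEC, and the counts gave 18089 in SEs, 17750 in FFEC, the smallest, and 18077 in OFEC. It states that the changed genes of Supplementary Table 2 all passed the threshold, and 43 of 57 did, and 56 with the Benjamini-Hochberg adjustment. It states that the protein hydrolysis genes were downregulated without exception, and cassava4.1_006631m had a log2ratio of 3.16 and cassava4.1_021811m one of 8.32. It states that betaine-aldehyde dehydrogenase was downregulated in FFEC, and cassava4.1_021659m had 1.30. It states that TUBG1 was downregulated, and of the 2 genes cassava4.1_010649m (-1.96) was past the threshold and cassava4.1_006815m (-8.23) was not. The latter was past it with the Benjamini-Hochberg adjustment, which was applied to the named genes only after their values were seen. For cassava4.1_006815m the paper's qRT-PCR had the same sign as the counts.

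It states in the discussion that the XTH, pectin acetylesterase and pectinesterase genes decreased, and XTH protein 9 precursor cassava4.1_011585m had a log2ratio of 1.60 and pectin acetylesterase cassava4.1_024915m one of 1.19. It states there that xylan 1,4-beta-xylosidase was upregulated, and cassava4.1_031387m had -8.23, with the same sign in the paper's qRT-PCR. It states that MADS-box TF 2 and R2R3-MYB TFs were significantly upregulated in FFEC/SEs, and cassava4.1_016130m (7.58) and cassava4.1_014435m (8.11) were not past the threshold. The latter was with the Benjamini-Hochberg adjustment, chosen for these genes after seeing the values.

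It states that the TFs down in FFEC/SEs were for the most part up in OFEC/FFEC, and 20 of the 43 below -5 and 16 of the 42 past the threshold were. It states that a fraction of the TFs above 5 in OFEC/FFEC was also up in FFEC/SEs, and the 37 such TFs in the counts all had 0 tags in FFEC, so none could be. It states that RFC was significantly upregulated in OFEC/FFEC, and cassava4.1_010657m was not past the threshold, with an FDR of 0.0020, but was with the Benjamini-Hochberg adjustment (FDR 1.9e-04), chosen for this gene after seeing the values. For RPA cassava4.1_013423m, Supplementary Table 4 has the other sign in FFEC/SEs than the -6.00 of the counts. It states that the cell cycle genes apart from cop9 complex subunit were significantly upregulated, and 11 of the 28 genes, matched by protein, were not past the threshold. With the Benjamini-Hochberg adjustment, applied to the match by protein after seeing the values, 26 were upregulated and 1 downregulated. Cyclin A cassava4.1_010144m and kinesin cassava4.1_001933m, not past the main threshold, had the same sign in the paper's qRT-PCR.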

Other observations

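The tests of a low level in FFEC and of the narrower list for the cell cycle genes and of the sucrose-cleaving enzymes were chosen only after those results were seen.

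FFEC had more distinct tags than SEs and OFEC and a smaller share of tags on genes. Tags 1 base away from a far more abundant tag numbered 1923 in FFEC, 2740 in SEs and 2550 in OFEC. Without them FFEC had 1.17 times the distinct tags of the next library, so errors of this kind were too few to make up the surplus, and other sequencing errors were not tested. Among tags with at least 10 copies FFEC had 0.939 times as many as the next library, so the surplus lies in tags of low copy number. Tags found in FFEC alone, not on genes and with at least 10 copies differed in GC content from its tags on genes by -6.53 percentage points, compared with -2.20 in SEs and -4.83 in OFEC. Tags of this kind, found in a single library, were 0.145% of the clean tags of FFEC, 0.378% of those of SEs and 0.149% of those of OFEC. Their share was thus not higher in FFEC, and whether they come from another organism could not be told from this test. No biological explanation was tested.

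Many TFs had an absolute log2ratio above 5. Of 419 genes described as transcription factors, 83 had one in OFEC/FFEC, of which 2 were past the threshold. Splitting the pooled tags of FFEC and OFEC at random gave 48.3 on average over 100 splits, 58.2% of the real number. Sampling of few tags is therefore a candidate explanation for most of these ratios.

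As a list, cyclin and CDK genes were higher in OFEC than in FFEC, with 8 upregulated and 2 downregulated past the threshold. A shift shared by genes of the same expression level was ruled out (percentile 100 of matched random lists), as was library size (median 0.94 with TMM sizes). In OFEC/SEs the list lay at percentile 100 too, with a median of 0.91 over 42 genes, so a low level in FFEC does not account for all of it. There, however, 9 genes were upregulated and 8 downregulated past the threshold, and in FFEC/SEs the median was -0.55 at percentile 7.18, with 3 genes upregulated and 9 downregulated, so a low level in FFEC remains as a part of it. With only the tags at the 3' site it stayed at percentile 100, with a median of 1.02. Without the calcyclin-binding proteins and the tetracycline transporter that the words of the list take in, the medians were smaller, 0.72 in OFEC/FFEC (percentile 99.7) and 0.84 in OFEC/SEs (percentile 99.8). A difference between library preparations and the effect of light were not tested and remain, so faster cell cycles in OFEC may be read from these counts only as a hypothesis. The paper has other evidence, not analysed here. By flow cytometry OFEC had the highest S-phase fraction and proliferation index. In the paper's qRT-PCR, cyclin A cassava4.1_010144m and kinesin cassava4.1_001933m were higher in OFEC than in FFEC.

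OFEC/SEs had 2.23 times the DEGs of OFEC/FFEC when all libraries were drawn to the same number of tags on genes, and 2.32 times when only the tags at the 3' site were counted. Depth and upstream tags were therefore ruled out as the source of the difference in the numbers of DEGs.

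The paper measured a lower methylation ratio in OFEC. Lower expression of DNA methyltransferase genes was tested as a hypothesis and was not found in these libraries: the 3 genes with such a description had a median log2ratio of 1.00 in OFEC/FFEC, at percentile 95.8 of matched random lists. The 3 genes described as DNA glycosylases or ROS1 had a median of -0.75 at percentile 37.6. As 2 of them are formamidopyrimidine and 8-oxoguanine DNA glycosylases, which act on oxidised bases, the list could not test demethylation. With so few genes, changes in other genes of these pathways were not covered.

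OFEC was grown under a photoperiod and SEs in the dark. The labels place FFEC in the dark, and the methods move it to weak light once it appeared. A light response of photosynthesis genes was tested as a hypothesis and was not found: the list lay at percentile 0 in OFEC/FFEC, where the light given to FFEC is not settled, and at percentile 12.6 in OFEC/SEs, with a median log2ratio of -0.30.

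The paper measured more glucose and fructose and less sucrose in OFEC. Higher expression of sucrose-cleaving enzymes as a list was tested as a hypothesis and was not found: the 14 genes described as sucrose synthase, invertase or fructofuranosidase had a median log2ratio of -0.22 in OFEC/FFEC, at percentile 7.54, and among genes with at least 10 tags the percentile was 23.7. Of the 14, 2 were upregulated and 2 downregulated past the threshold, so the counts of single enzymes did rise.

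Other lists, for which the paper makes no claim on expression in OFEC/FFEC, also moved there. The 147 genes described with heat shock protein or chaperone had a median log2ratio of 0.62 and the 202 ribosomal protein genes one of 0.38, both at percentile 100 of matched random lists, and with TMM sizes the medians were 0.49 and 0.26. In FFEC/SEs the medians of these lists were -0.47 (percentile 0.315) and -0.32 (percentile 2.94). In OFEC/SEs they were 0.23 (percentile 95.4) and 0.02 (percentile 82.1). A low level in FFEC therefore remains as a candidate explanation for both lists. The paper saw more free ribosomes in FFEC and OFEC by microscopy and read this as active protein synthesis. The ribosomal protein counts were not higher in FFEC than in SEs, but counts of tags do not measure ribosomes.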
